# Comparison of high throughput RNA sequences between *Babesia bigemina* and *Babesia bovis* revealed consistent differential gene expression that is required for the *Babesia* life cycle in the vertebrate and invertebrate hosts

**DOI:** 10.3389/fcimb.2022.1093338

**Published:** 2022-12-19

**Authors:** Janaina Capelli-Peixoto, Perot Saelao, Wendell C. Johnson, Lowell Kappmeyer, Kathryn E. Reif, Hayley E. Masterson, Naomi S. Taus, Carlos E. Suarez, Kelly A. Brayton, Massaro W. Ueti

**Keywords:** Bovine babesiosis, *B. bigemina*, *B. bovis*, RNA-seq, blood-stages, kinetes, differential gene expression

## Abstract

Bovine babesiosis caused by *Babesia bigemina* and *Babesia bovis* is an economically important disease that affects cattle worldwide. Both *B. bigemina* and *B. bovis* are transovarially transmitted by *Rhipicephalus* ticks. However, little is known regarding parasite gene expression during infection of the tick vector or mammalian host, which has limited the development of effective control strategies to alleviate the losses to the cattle industry. To understand *Babesia* gene regulation during tick and mammalian host infection, we performed high throughput RNA-sequencing using samples collected from calves and *Rhipicephalus microplus* ticks infected with *B. bigemina*. We evaluated gene expression between *B. bigemina* blood-stages and kinetes and compared them with previous *B. bovis* RNA-seq data. The results revealed similar patterns of gene regulation between these two tick-borne transovarially transmitted *Babesia* parasites. Like *B. bovis*, the transcription of several *B. bigemina* genes in kinetes exceeded a 1,000-fold change while a few of these genes had a >20,000-fold increase. To identify genes that may have important roles in *B. bigemina* and *B. bovis* transovarial transmission, we searched for genes upregulated in *B. bigemina* kinetes in the genomic datasets of *B. bovis* and non-transovarially transmitted parasites, *Theileria* spp. and *Babesia microti*. Using this approach, we identify genes that may be potential markers for transovarial transmission by *B. bigemina* and *B. bovis*. The findings presented herein demonstrate common *Babesia* genes linked to infection of the vector or mammalian host and may contribute to elucidating strategies used by the parasite to complete their life cycle.

## Introduction

Bovine babesiosis is a tick-borne disease of worldwide impact caused by Apicomplexan intracellular parasites of the genus *Babesia*. The four species of *Babesia* responsible for most of the clinical cases in cattle are *Babesia bigemina*, *Babesia bovis*, *Babesia divergens*, and *Babesia major* (Bock et al., 2004). The first two are found in several countries in tropical and subtropical regions, including Central and South America, Australia, Asia, Africa, and Southern Europe with high prevalence of 22% for *B. bigemina* and 20% for *B. bovis* (Jacob et al., 2020).

The severity of bovine babesiosis can vary according to several factors, including age, genetics, and status of the immune system, among other characteristics, including the relative virulence of the *Babesia* strains involved (Bock et al., 2004; Schnittger et al., 2012). The most common manifestations of acute cases include fever, hemolytic anemia, jaundice, weakness, and hemoglobinuria while chronic infections are usually asymptomatic (Bock et al., 2004; Schnittger et al., 2012). Another symptom of acute *B. bovis* infection is the manifestation of neurological signs (ataxia, lethargy, inappetence, incoordination, teeth grinding, involuntary movements of the legs) which are related to sequestration of infected erythrocytes in capillaries of different tissues, including the brain. However, this manifestation does not happen during *B. bigemina* infections (reviewed by (Gallego-Lopez et al., 2019). In acute infections, the maximum percentage of infected erythrocytes is ~10% in *B. bigemina* and less than 1% in *B. bovis* (Chaudhry et al., 2010), but these estimates may be biased by massive sequestration of *B. bovis* infected erythrocytes in capillaries. Disease triggered by *B. bigemina* infection causes mortality rates of up to 30% in untreated animals, whereas infections by *B. bovis* may have much higher mortality rates (between 70-80%) (Jacob et al., 2020).

Both *B. bigemina* and *B. bovis* are transmitted to cattle by *Rhipicephalus* ticks (Bock et al., 2004), the definitive host of *Babesia*. The vertebrate host infection starts when sporozoites are injected along with tick saliva by the infected nymph (*B. bigemina*) or larva (*B. bovis*) (Suarez and Noh, 2011). Invasion occurs after several random collisions between parasite and erythrocytes which facilitates orientation of the anterior *Babesia* apical complex. After a tight junction between sporozoites and the erythrocyte cell membrane is established, proteins are released from the secretory organelles, and the sporozoite actively penetrates the erythrocyte. Internalized parasites differentiate into trophozoites which reproduce asexually into merozoites. Mature merozoites egress from the infected erythrocyte, causing their destruction, and invade other erythrocytes, where the cycle of asexual multiplication is perpetuated (Mosqueda et al., 2002; Jalovecka et al., 2018). If the animal survives acute disease, they become chronically infected for months to years (Johnston et al., 1978; Chung et al., 2017). When ticks ingest the parasites during blood meal acquisition, gamogony begins with the formation of gametocytes in the tick midgut lumen. Gametocytes undergo metamorphosis resulting in haploid gamete formation (Jalovecka et al., 2018). *Babesia* fertilization is induced by contact between male and female gametes and results in the formation of a diploid zygote, which invades tick gut epithelial cells. Inside the intestinal cells, zygotes undergo meiotic division resulting in the formation of a single cell kinete. Kinetes are released to the tick hemolymph and migrate throughout the whole tick body, including ovaries which results in vertical transmission to the tick offspring. In the infected larvae, *Babesia* infects the salivary glands and undergoes sporogony to become sporozoites. These infectious forms are continuously released to the blood of the vertebrate host during larval and nymphal feeding (Jalovecka et al., 2018).

All these *Babesia* stages and transitions are required to complete the parasite life cycle and are characterized by specific gene expression of proteins involved in distinct cell biological processes and molecular mechanisms, with different signaling pathways. However, our current knowledge regarding these events is limited (Jalovecka et al., 2018; Suarez et al., 2019; Ueti et al., 2020; Ueti et al., 2021). This knowledge gap precludes the understanding of host-tick-*Babesia* interaction, constraining the discovery of novel drug therapies and identification of new targets for vaccine development (Suarez et al., 2019).

In this study, we identified differentially expressed genes in both *B. bigemina* kinetes and blood-stages and compared our results with a recently published *B. bovis* transcriptome data set (Ueti et al., 2020; Ueti et al., 2021). The findings presented herein demonstrate common *Babesia* genes linked to tick vector and mammalian host infection that may contribute to elucidating strategies used by the parasite to complete their biological life cycle.

## Materials and methods

### Ethics statement

All animal procedures were carried out in accordance with the Animal Welfare Act and Regulations (United States Department of Agriculture). The study was conducted under Animal use protocol #IACUC 2018-16, approved by the Institutional Animal Care and Use Committee of the University of Idaho, Moscow, ID, USA and adhered to the principles and standards put forth in the Guide for the Care and Use of Laboratory Animals (The National Academy of Sciences) and the Guide for Care and Use of Agricultural Animals in Agricultural Research and Teaching (The American Dairy Science Association, the American Society of Animal Science, and the Poultry Science Association).

### Cattle, *Rhipicephalus microplus* and *Babesia bigemina*

Three splenectomized naïve Holstein calves (C46527, C1437 and C46541) approximately 4 months old and confirmed to be *Babesia*-free by competitive enzyme-linked immunosorbent assay and nested PCR (Goff et al., 2006; Suarez et al., 2012) were used for feeding *R. microplus*, the La Minita strain. Approximately 40,000 larvae were applied under a cloth patch on the dorsal region for acquisition of *B. bigemina* parasites. Fourteen days after tick application, when approximately 1% of the ticks had molted to unfed adults, ~10^7^ *B. bigemina* infected erythrocytes, the Mexico strain, were inoculated intravenously into each calf to synchronize female tick acquisition feeding with an ascending *B. bigemina* parasitemia (Bohaliga et al., 2019). The presence of *B. bigemina* in the blood was determined by Giemsa-stained blood smear.

### Isolation of *Babesia bigemina* blood-stages and kinetes

For obtaining *B. bigemina* blood-stages, blood of each infected calf was collected individually immediately before euthanasia in sterile flasks with glass beads and shaken to prevent coagulation. Defibrinated red blood cells (RBCs) were washed with Puck’s saline G solution, placed in culture flasks, and incubated with 5% CO_2_ to increase the percentage of parasitized RBCs, as described (Levy and Ristic, 1980; Ueti et al., 2021). After 3-5 days of *in vitro* incubation, the culture media was removed by centrifugation at 2800 ×g for 3 min, cells were suspended in TRIzol^®^ reagent (Life technologies, Carlsbad, CA), and stored at -80 **°C** until used.

For obtaining kinetes, replete female ticks that fed on calves infected with *B. bigemina* during an ascending parasitemia were collected daily beginning at 6 days post-infection. Ticks were cleaned and rinsed in warm running water, distributed in 24-well plates, placed in containers with saturated KNO_3_ solution, and incubated at 26 **°C** at 92% relative humidity for 6 days to allow accumulation of *B. bigemina* kinetes in the tick’s hemolymph as previously described (Howell et al., 2007; Bohaliga et al., 2019). To identify ticks infected with *B. bigemina*, a distal leg segment was removed, a drop of exuding hemolymph was collected, put on a slide and Giemsa stained to examine for the presence of kinetes by light microscopy. *Babesia bigemina* kinetes were collected from ticks with >50 kinetes/hemolymph as previously described (Howell et al., 2007). The hemolymph samples were collected, pooled, concentrated by centrifugation at 4000 ×g for 2 min (Bohaliga et al., 2019), suspended in TRIzol reagent, and stored at -80 **°C** until used.

### RNA extraction and quality control

Parasite samples were suspended in TRIzol Reagent for total RNA extraction. Total RNA was extracted individually from paired blood-stage and kinete samples and treated with TURBO DNase (ThermoFisher Scientific) according to the manufacturer’s instructions to eliminate contaminating genomic DNA. RNA isolation was accomplished using the RNA Cleanup and Concentrator kit (RNA-5 and RNA-25) (Zymo Research, Irvine, CA) according to the manufacturer’s instructions. RNA concentration was measured by Nanodrop spectrophotometer (ThermoFisher Scientific, ND 1000) and tested for residual DNA by PCR targeting the CCp1 gene (Bastos et al., 2013). RNA quality was assessed by Nanodrop absorbances at 260/280 nm and 260/230 nm and Agilent Bioanalyzer Nano RNA chip (Agilent Technologies, Santa Clara, CA, USA), following the manufacturer’s recommendations. The RNA integrity number values for blood-stages were 9.5, 10 and 9.3 and kinetes were 9.7, 7.9 and 8.8. Purified RNA samples were stored at -80 **°C** until used.

### RNA-seq library preparation and sequencing

The RNA-seq libraries were constructed using the Illumina TruSeq mRNA stranded protocols (Illumina San Diego, CA, USA) following manufacturer’s recommendation. Briefly, from the total RNA, messenger RNA (mRNA) was enriched using poly-A selection, mRNA was chemically fragmented and denatured before transcription into first-stranded cDNA followed by double-stranded cDNA. Double-stranded cDNA was end-repaired and polyadenylated. Illumina dual index adapters were ligated to the cDNA samples followed by 9 cycles of PCR amplification. The libraries were quantified, normalized, and then multiplexed as previously described (Ueti et al., 2021). The multiplexed samples were sequenced on three lanes of a HiSeq 2500 (Illumina). Approximately 60 million total reads per sample were obtained. FASTQ files were generated with pipelines for the removal of adapter sequences from the 3’ ends of reads.

Differential expression analysis was performed at the Fred Hutchinson Cancer Institute (Seattle, WA, USA). The combined RNA-seq run resulted in six separate fastq files representing each library, containing sequenced paired reads and quality control data. The HiSeq Control software HCS 2.2.58 version and Real Time Analysis software RTA 1.18.64 version, supplied by Illumina Inc, were used. All raw and processed RNA sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE214115.

### Identification and analysis of differentially expressed genes

Differential gene expression analysis between kinetes and blood-stages was performed as follows. Low quality reads were filtered before alignment to the *B. bigemina* BOND reference genome (NCBIRefSeq GCF_000981445.1) using STAR v2.5.2a (2-pass mapping) (Dobin et al., 2013). Counts were generated from alignments for each gene using the Subread feature of Counts v1.6.0 (https://spark.apache.org/docs/1.6.0/programming-guide.html). Genes without at least 1 read per million mapped reads across all three samples within a group were removed, data was normalized using the Trimmed Mean of M-Values (TMM method) and analyzed for differential expression significance testing using the generalized linear model likelihood ratio test (GLM LRT) method in edgeR v3.20.9 (https://bioconductor.stastistik.tu-dortmund.de/packages/3.6/bioc/html/edgeR.html) (Robinson et al., 2010; McCarthy et al., 2012; Chen et al., 2016). The false discovery rate (FDR) method was employed to correct for multiple testing and genes were termed significantly differentially expressed if their log Fold Change (logFC) value was greater than or equal to 1 and the FDR set to 5%. The *p*-values were adjusted for multiple testing according to FDR correction (Benjamini and Hochberg, 1995).

### *In silico* analysis of genes in tick-borne pathogens

Orthologs of *B. bigemina* proteins were identified for *B. bovis*, *Babesia ovata* and *B. divergens* using the PiroplasmaDB resource (https://piroplasmadb.org/piro/app). Locus tags for *B. bigemina* genes were searched and the synteny genes were identified. Using the syntenic sequences track of the genome browser allowed the identification of orthologs among related Apicomplexan species.

Genes upregulated in *B. bigemina* kinetes was translated to proteins and used as queries to select potentially homologous sequences from *B. bovis* (T2Bo) [taxid:484906], *Theileria* spp. [taxid:5873] (that include *Theileria annulata*, *Theileria parva*, *Theileria orientalis* and *Theileria equi*), and *B. microti* [taxid:5868] based on the results of the protein BLAST platform (https://blast.ncbi.nlm.nih.gov/Blast.cgi) against the non-redundant protein sequences database. Sequences identified by BLASTp analyses were extracted using a custom script, and all results were manually inspected.

### Validation of RNA-seq data using RT-qPCR

Three hundred nanograms of the total RNA extracted from each preparation of parasite were treated with DNase I (Invitrogen, USA) to eliminate contaminating genomic DNA, and reverse transcribed (RT) using a SuperScript III kit. The resulting cDNA was used as a template in RT-qPCR with the SsoFast™ EvaGreen^®^ Supermix (BioRad, CA, USA). Gene expression was quantified on a CFX96™ Real-Time PCR Detection System (Bio-RAD). The amplification reaction was performed in a final volume of 20 µL using 0.8 µL of 10 µM of each primer set, 6.9 µL of nuclease-free water, 1.5 µL of a cDNA as template and 10 µL of SsoFast EvaGreen Supermix. The qPCR conditions consisted of an initial denaturation cycle at 95 °C for 3 min, followed by 40 cycles at 95 °C for 30 sec for denaturation, 60 °C for 30 sec for annealing, and 72 °C for 30 sec for extension. The specific primers (**Supplementary Table 1**) were designed using Primer3 software (Rozen and Skaletsky, 2000) and synthesized by Eurofins Genomics (Louisville, KY, USA). The specificity of qPCR was assessed by melting curve analysis. To confirm the nucleotide sequence of the specific DNA fragments for each designed primer, all amplicons were sequenced (data not shown). CFX Manager Software (Bio-Rad) was used to obtain quantification cycle (Cq) values (Bustin et al., 2009) and analyze expression data. The transcription level was calculated as a relative expression using 2^-ΔΔCq^ method (Livak and Schmittgen, 2001) to calculate the relative expression of the target gene after normalization to two reference genes, Mitogen-activated protein kinase (MAPK) and Proteosome A (ProtA) (**Supplementary Table 1**). These reference genes were selected from the RNA-seq data, as there was no variation in expression between the two groups evaluated (kinetes and blood-stages).

## Results and discussion

### RNA-seq analysis: Differential gene expression

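Kinete transcription is dominated by a few genes. Kinete-specific protein (KSP, BBBOND_0206730, chromosome II, 1488918 to 1490756), a protein of the tick stage of Babesia, held 9.82 ± 0.472% of the gene counts of a kinete library (mean ± SD, n = 3), thrombospondin-related anonymous protein 1 (TRAP1, BBBOND_0202740, chromosome II, 652045 to 655382), an adhesin, 8.83 ± 1.29%, and the conserved membrane protein BBBOND_0403750 7.81 ± 0.944%. Blood-stage counts were spread more evenly, led by a haloacid dehalogenase-like hydrolase (BBBOND_0110880, 2.09 ± 0.363%), spherical body protein 3 (BBBOND_0402070, 1.41 ± 0.625%) and cysteine protease 2 (BBBOND_0400360, 1.35 ± 0.789%). The 3 most abundant genes of each library together took 24.5 to 28.3% of its counts in kinetes and 4.63 to 5.64% in blood-stages. Positions are given on the BOND assembly. Blood-stages were grown for 3 to 5 days from the blood of 3 splenectomized calves, and kinetes came from pooled hemolymph of engorged Rhipicephalus microplus females. The authors deposited read counts for 3722 genes, with totals of 12030142, 16828922 and 11608612 counts in the blood-stage libraries and 2551373, 7049587 and 3755436 in the kinete libraries. A gene is called here at a Benjamini-Hochberg adjusted p below 0.05 and a fold of at least 2 in an edgeR quasi-likelihood F-test of 3 against 3 libraries, after TMM scaling. CPM scale each count to the TMM-adjusted library total. They are therefore not shares of a library's counts, and their SD also carries the spread of the TMM factors among preparations. The p-values measure the spread among preparations of a stage and not differences among parasite strains. A gene with 0 counts in a stage is bounded by 3 counts over its 3 libraries, which is 0.467 CPM in kinetes and 0.0362 CPM in blood-stages, and such bounds and count intervals cover counting error only.

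**Figure D1:**
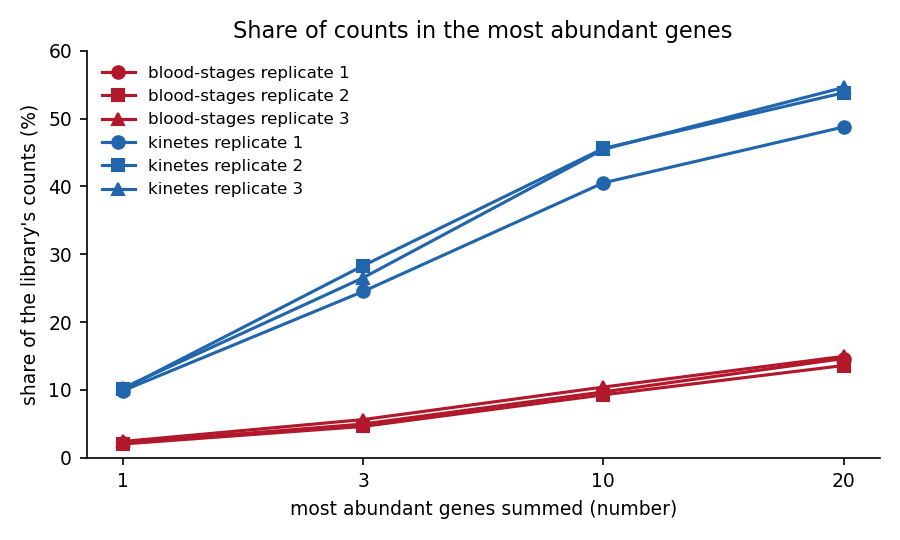
Share of the gene counts of each library held by its most abundant genes, in blood-stages and kinetes.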

Approximately 120 million reads mapped to *B. bigemina* sequences were obtained from the analysis, of which 92 million corresponded to blood-stages, and 27 million to kinetes (**Supplementary Table 2**). Low rRNA rates were obtained (**Supplementary Table 2**), indicating the successful enrichment of mRNA from all blood and tick samples. Principal component analysis of the RNA-seq data resulted in separation of the biological replicates of the same condition into two distinct groups corresponding to blood-stages and kinetes (**Figure 1A**). The first principal component explained 90% of the variation between groups and the second principal component showed that blood-stage transcripts were more similar to each other as compared to kinete transcripts (**Figure 1A**). This pattern was observed in a previous *B. bovis* blood-stage and kinete RNA-seq study (Ueti et al., 2021) and may be associated with individual variability of samples due to the presence of tick hemocyte mRNA.

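Blood-stage preparations differed among themselves. Cysteine protease 2 (BBBOND_0400360, chromosome IV, 112673 to 114049), a papain-family protease, stood at 7159.9, 11059 and 2143 CPM in blood-stage replicates 1, 2 and 3, and spherical body protein 3 (BBBOND_0402070, chromosome IV, 456217 to 459603), a secreted protein of the erythrocytic parasite, at 6095, 4651 and 9185 CPM. Tubulin and motor genes lay a median log2 of 0.91 higher in replicate 2 than in replicate 3, and histones 0.80 higher. Genes on unplaced contigs lay at -0.40. In a principal component analysis of log2 CPM the first component held 92.0% of the variance and separated the stages. It held 66.5% with genes scaled to unit variance, 90.7% with a smaller prior count, 94.7% under library totals alone, 96.7% in the 500 most variable genes and 91.2 to 93.6% with a library left out. The second component held 3.22% and spread the blood-stages, with scores of 0.375, -26.4 and 24.7, while the kinetes lay between -1.15 and 2.43. The next component held 2.47% and spread the kinetes, at -17.2, -9.65 and 24.8. Root mean square log2 distances within blood-stages were 0.552, 0.542 and 0.850 (mean 0.648), the largest between replicates 2 and 3, and within kinetes 0.605, 0.755 and 0.699 (mean 0.686). Between stages they ran from 2.51 to 2.85.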

**Figure 1:**
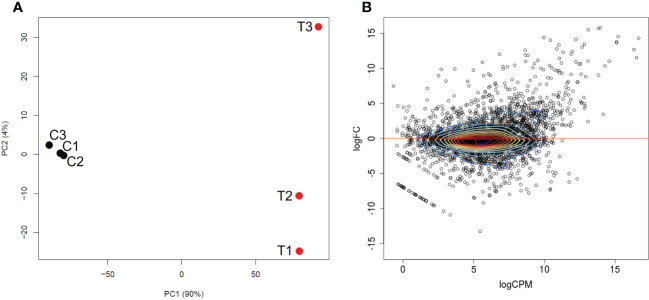
Differential transcriptional expression by *B. bigemina* blood-stages versus kinetes. **(A)** PCA plot between *B. bigemina* stages from blood (C1, C2, C3) and versus kinetes (T1, T2, T3). C indicates samples from calves and T indicates samples from ticks. **(B)** A MA plot shows the relationship of the log_2_ fold-change (FC) of *B. bigemina* blood-stages and kinetes versus the log_2_ normalized mean expression counts per million (CPM).

A total of 3,721 genes were identified in both *Babesia* stages (**Figure 1B**, **Table 1**). **Supplemental Data 1** provides a list of all differentially expressed genes (DEGs) found between *B. bigemina* kinetes and blood-stages. 

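Called genes of known function include some microtubule motors and RNA-binding proteins in kinetes, and some RNA polymerase and proteasome subunits in blood-stages. Dynein heavy chain (BBBOND_0106910, chromosome I, 1492504 to 1505096), the motor subunit of dynein, stood at 186 ± 22.7 CPM in kinetes and 0.840 ± 0.227 CPM in blood-stages (mean ± SD, n = 3 each; log2 fold change 7.77, standard error 0.25, adjusted p = 1.2e-07). Kinesins BBBOND_0102520 (log2 fold change 5.29, standard error 0.24, adjusted p = 6.5e-07) and BBBOND_0110620 (log2 2.34, 0.32 and uncalled under library totals, 3.08 without blood-stage replicate 2), microtubule motors, rose with a tubulin, BBBOND_0304510 (log2 2.47, 0.43 and uncalled under library totals). RNA-binding proteins BBBOND_0207780 (log2 3.73, 4.65 without blood-stage replicate 2) and BBBOND_0210990 (log2 3.60) and the pumilio-family regulator BBBOND_0203420 (log2 2.62, 0.52 and uncalled under library totals) were higher in kinetes too. CPW-WPC proteins, a surface family of ookinetes in Plasmodium, included BBBOND_0312680 (log2 4.26, standard error 0.28). In blood-stages the proteasome subunit rpn2 (BBBOND_0201490, log2 fold change -3.55, standard error 0.34, adjusted p = 2.9e-05), part of the regulatory cap, an RNA polymerase III subunit (BBBOND_0306380, log2 -3.19) and the largest RNA polymerase II subunit (BBBOND_0207580, log2 -2.10), core enzymes of transcription, were higher. Of 3722 genes, 898 were higher in kinetes and 885 in blood-stages, a kinete share of 50.4%. At adjusted p below 0.05 without the fold limit the counts were 1065 and 1210. The share rests on the scaling: it is 11.5% (370 and 2843) under library totals alone, which shift the median gene by -2.09 in log2, and 39.6% (774 and 1180) under upper-quartile factors. Requiring the fold itself to exceed 2 (glmTreat) gives 689 and 559. By list, members higher in kinetes and in blood-stages were 6 and 1 of 10 for tubulin and motors (median log2 1.53), 8 and 1 of 29 RNA-binding proteins (-0.08), 3 and 0 of 5 CPW-WPC proteins (1.32), 0 and 3 of 24 proteasome subunits (-0.51), 2 and 8 of 26 RNA polymerase subunits (-0.55) and 0 and 18 of 23 genes on unplaced contigs (-6.85, or -2.09 with genes at 0 counts set to their bounds). Among all 3722 genes the counts were 898 and 885. Proteasome subunits called in blood-stages (12.5% of the list) were thus below the share of all genes. RNA-binding proteins called in kinetes (27.6% of the list) were near the share of all genes. Of 25 lists with at least 5 members, 0 passed the competitive camera test. An unadjusted camera p below 0.05 was seen for 2, tubulin and unplaced contigs, both at adjusted p = 0.141. With the correlation estimated 0 passed and 0 were below 0.05 unadjusted. The rotation test fry passed 8 lists, and 24 in either direction, and without blood-stage replicate 2 camera passed tubulin and unplaced contigs (adjusted p = 0.0360 each, 0 to 2 lists over the libraries left out).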

Among the DEGs, 906 genes were upregulated in kinetes, and 904 by blood-stages (**Table 1**). Interestingly, the magnitude of gene expression was greater in the kinete, reaching over ~56,000-fold increase as compared to the blood-stages which had only an ~9,600-fold increase. 

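The widest change in kinetes was that of a gene of unknown function with a DNA repair domain (BBBOND_0306920, chromosome III, 1691819 to 1692652), which stood at 31952 ± 10436 CPM against 0.554 ± 0.0894 CPM in blood-stages (mean ± SD, n = 3 each), 56768-fold higher (log2 fold change 15.79, standard error 0.35, adjusted p = 1.0e-07). Its blood-stage level rests on 46 counts in 3 libraries, the lowest blood-stage to kinete ratio of the abundant kinete genes, at which carry-over of kinete reads is not excluded. In blood-stages the widest gene by fitted fold, of unknown function with a homoserine domain (BBBOND_0205880, chromosome II, 1326125 to 1327093), had 6608 counts, 81.3 ± 36.1 CPM, and 0 kinete counts, so it is at least 171-fold higher (adjusted p = 3.1e-05). Its fitted log2 of -13.24 moves to -9.66 by DESeq2, -9.24 with a prior count of 2 and -12.60 without blood-stage replicate 3. Median folds of the called genes were 5.83 in kinetes and 3.88 in blood-stages. The reach of a fold differs by stage, because 0 genes had 0 counts in every blood-stage library and 32 genes, 31 of them called, had 0 in every kinete library.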

For comparison, the magnitude of expression in the *B. bovis* RNA-seq was >19,000-fold in kinetes and <300-fold increase in blood-stages (Ueti et al., 2021). **Table 1** shows the comparative gene expression in *B. bigemina* and *B. bovis*.

**Table 1:** Comparative transcription levels between *B. bigemina* and *B. bovis* kinetes and blood-stages.

	*Babesia bigemina*		*Babesia bovis*	
Fold change	Kinetes	Blood-stages	Kinetes	Blood-stages
>20,000	6	0	0	0
1,000 – 20,000	36	3	43	0
100 – 1,000	53	47	88	52
10 – 100	243	157	264	229
2 – 10	568	697	602	815
Total	906	904	997	1096
**Total genes**	3721		3887	

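Genes over 20000-fold higher in kinetes numbered 6, among them the 6-Cys surface protein gene D, KSP and BBBOND_0208880 (chromosome II, 1997349 to 1998161), of unknown function, at 2018 ± 644 CPM with only 7 blood-stage counts (log2 14.41, 13.17 with a prior count of 2). In blood-stages the 3 genes past 1000-fold, BBBOND_0205880, BBBOND_0001870 and BBBOND_0400070, had 0 kinete counts. The gene BBBOND_0001870 (an unplaced contig, 982 to 1617), with a reverse transcriptase domain, had 1265 blood-stage counts, at least 32.7-fold higher (adjusted p = 0.0139, 2.1e-07 to 0.0538 over the alternatives, the call lost without kinete replicate 3 and the fitted log2 of -10.91 at -10.03 without blood-stage replicate 1). The gene BBBOND_0400070 (chromosome IV, 33235 to 34110), of unknown function, had 934 counts, at least 24.1-fold higher (adjusted p = 2.1e-04, fitted log2 -10.36, -9.72 without blood-stage replicate 2). With a prior count of 2 these fitted values are -6.92 and -6.38. By class, called kinete genes numbered 560 at 2 to 10-fold, 243 at 10 to 100, 53 at 100 to 1000, 36 at 1000 to 20000 and 6 above. Called blood-stage genes numbered 679, 156, 47, 3 and 0. Over 1000-fold the counts were 42 and 3, and library totals alone give 19 and 9, a floor of 1 CPM in all libraries 24 and 0. With a prior count of 2 or by DESeq2 the blood-stage count is 0, a replicate block gives 4, and leaving out a library gives 2 to 12, the most without kinete replicate 2, which is the deepest kinete library. Of the 42 kinete genes, 39 had counts in every blood-stage library, and the smallest blood-stage sum was 4. Of the 50 blood-stage genes past 100-fold, 29 had 0 kinete counts and 7 had 1 to 3, so those folds follow the depth of the kinete libraries.

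**Figure D2:**
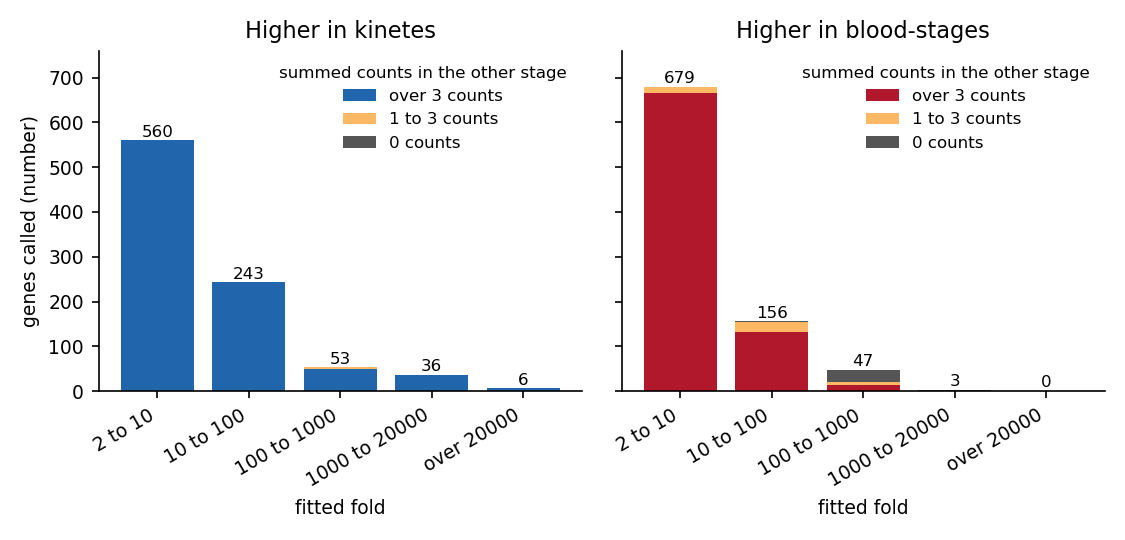
Called genes by fold class in kinetes and in blood-stages, split by the counts seen in the other stage: 0, 1 to 3, or more.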

In *B. bigemina* kinetes, 42 genes had a fold change ranging from ~1,000 to 56,767, while in blood-stages, only 3 genes were upregulated in this range (**Table 1**). These kinete upregulated genes may be linked to the importance of these genes in biological functions related to invasion and survival of the parasite within the host tick. However, it can be speculated that upregulated genes may not be associated with protein expression as previously described (Lindner et al., 2019). A study in *Plasmodium* sporozoites analyzed highly abundant transcripts and correlated them with no or low amounts of detected protein, evidencing translational repression (Lindner et al., 2019). To understand more completely the biological importance that a given gene may have, studies at both the proteomic and functional levels must be also included. Furthermore, it is important to point out that gene products from less abundant transcripts may also be essential for parasite function.

In *B. bigemina*, highly expressed genes found in kinetes (over 1,000-fold increase) included kinete specific protein (KSP), rhomboid 4 (ROM4), membrane and RNA-binding protein, thrombospondin-related anonymous protein (TRAP), 6-cysteine (6-cys), inner membrane complex family protein, vesicle coat complex membrane and Der1-like family (Der-1) (**Table 2**). Orthologs of these genes were found in *B. bovis, B. ovata* and *B. divergens* (**Table 2**). 

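Beside KSP, rhomboid 4 (ROM4.1), TRAP1 and the 6-Cys genes, the widest kinete genes include ones for membrane, secretory and RNA-binding proteins, and 23 of the 42 listed are of unknown function. A putative integral membrane protein (BBBOND_0304920, chromosome III, 1237576 to 1238648) stood at 28541 ± 9737 CPM in kinetes and 0.533 ± 0.126 CPM in blood-stages (mean ± SD, n = 3 each; log2 fold change 15.69, standard error 0.37, adjusted p = 1.1e-07), and an unknown protein (BBBOND_0312490, chromosome III, 3058768 to 3060366) at 17603 ± 6442 CPM in kinetes and 0.371 ± 0.142 CPM in blood-stages (log2 15.52). They rest on 44 and 30 blood-stage counts, for which carry-over of kinete reads is not excluded. RNA-binding protein 38 (BBBOND_0208480, chromosome II, 1910091 to 1910945), of a family that regulates mRNA, rose to 7573 ± 1656 CPM from 1.81 ± 0.233 CPM (4170.2-fold). A Der1-like protein (BBBOND_0403740, chromosome IV, 814512 to 815321), of the family that moves proteins across the endoplasmic reticulum or plastid membranes, reached 48819.9 ± 11636 CPM in kinetes and 23.6 ± 2.80 CPM in blood-stages (log2 fold change 11.02, standard error 0.29, adjusted p = 1.4e-07). An inner membrane complex family protein (BBBOND_0208040, chromosome II, 1794833 to 1796182), from the membrane sacs that anchor the gliding motor, reached 4706 ± 285 CPM from 2.70 ± 1.11 CPM (1732-fold). A vesicle coat complex membrane protein (BBBOND_0405500, chromosome V, 345863 to 346458) stood at 1273 ± 185 CPM from 0.753 ± 0.248 CPM (log2 10.71), and the membrane protein BBBOND_0403750 (chromosome IV, 815466 to 818628), next in position to the Der1-like gene, at 164539 ± 40342 CPM in kinetes and 24.7 ± 0.690 CPM in blood-stages (6656-fold). All 42 genes were called higher in kinetes, which is not independent evidence because the list was chosen from these data, and all 42 were called when adjusted over the list alone. The paper proposes that such kinete genes may be linked to invasion and to survival in the tick.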

Some highly expressed genes in *B. bigemina* kinetes were similar to *B. bovis* kinetes (**Table 2**), suggesting that these genes may play important roles during *Babesia* development within tick hemolymph including the invasion of the ovary and egg mass and may serve as potential candidate targets for the development of transmission blocking vaccines or drugs (Bohaliga et al., 2019). Gene expression by species is categorized in **Table 2**.

**Table 2:** Differential expression of genes highly expressed in *B. bigemina* kinetes. Orthologs of these genes in *B. bovis* (BBOV), *B. ovata* (BOVATA) and *B. divergens* (Bdiv) were found by synteny using PiroplasmaDB.

Gene ID	Annotation	Fold increase in *B. bigemina* kinetes	*B. bovis* ortholog	Identity to *B. bovis* (protein)	Fold increase in *B. bovis* kinetes	Other *Babesia* spp. ortholog	*B. bigemina* species-specific gene
BBBOND_0306920	Protein of unknown function with DNA repair domain	56767.20	none	–	–	BOVATA_003510	
BBBOND_0304920	Putative integral membrane protein	52812.63	BBOV_III003000	58%	9127.57		
BBBOND_0312490	Protein of unknown function	46963.41	none	–	–	BOVATA_001300	
BBBOND_0103540	6-Cys (D)	23586.46	BBOV_II006630	36%	878.82		
BBBOND_0208880	Protein of unknown function	21752.64	BBOV_IV005870	27%	7432.57	BOVATA_011290	
BBBOND_0206730	Kinete stage-specific protein	20159.79	BBOV_I002220	25%	19316.39	BOVATA_028050	
BBBOND_0108780	Protein of unknown function	17454.75	none	–	–	Bdiv_023800	
BBBOND_0102050	Protein of unknown function	16622.82	none	–	–	Bdiv_017050	
BBBOND_0104040	Rhomboid 4	14116.34	BBOV_II006100	66%	13286.23		
BBBOND_0103570	6-Cys (A)	12972.27	BBOV_II006600	42%	18031.07		
BBBOND_0311070	Protein of unknown function	11207.01	BBOV_III004080	33%	48.73	BOVATA_007380	
BBBOND_0402020	Protein of unknown function with large tegument domain	10343.05	none	–	–		
BBBOND_0308030	Putative membrane protein	8464.96	none	–	–	BOVATA_004660	
BBBOND_0311480	6-cys	7008.61	none	–	–		
BBBOND_0403750	Membrane protein	6655.79	BBOV_IV000290	56%	4272.74		
BBBOND_0300610	Protein of unknown function	6244.72	none	–	–	no other species have orthologs	
BBBOND_0212010	Protein of unknown function	5348.24	BBOV_II000160	45%	4.49		
BBBOND_0402310	Protein of unknown function with exodeoxyribonuclease domain	5018.25	none	–	–	BOVATA_036830	
BBBOND_0208480	RNA-binding protein	4171.06	none	–	–	Bdiv_027060c	
BBBOND_0106750	Protein of unknown function with RNA-binding domain	4164.59	BBOV_IV009220	67%	412.39		
BBBOND_0110360	Protein of unknown function	3850.04	BBOV_IV011940	26%	684.04		
BBBOND_0204020	Protein of unknown function	3684.81	BBOV_II003770	65%	292.45		
BBBOND_0202740	Thrombospondin-related anonymous protein	2963.64	BBOV_II002650	57%	1705.04		
BBBOND_0302080	6-cys	2745.36	none	–	–	BOVATA_045830	
BBBOND_0107490	Protein of unknown function	2273.91	none	–	–	no other species have orthologs	
BBBOND_0311160	Protein of unknown function	2101.10	none	–	–	BOVATA_007290	
BBBOND_0402880	Protein of unknown function	2076.11	none	–	–	no other species have orthologs	
BBBOND_0403740	Der1-like family	2070.65	BBOV_IV000300	61%	1690.43		
BBBOND_0405260	6-cys	1937.38	none	–	–	BOVATA_039640	
BBBOND_0204030	Protein of unknown function with methyltransferase domain family protein	1855.15	none	–	–	BOVATA_030310	
BBBOND_0208040	Inner membrane complex family protein	1731.23	BBOV_I003730	45%	685.47		
BBBOND_0405500	Vesicle coat complex membrane	1676.85	none	–	–	BOVATA_039420	
BBBOND_0306310	Protein of unknown function	1591.59	BBOV_III007330	55%	2624.29		
BBBOND_0209750	Protein of unknown function	1590.83	BBOV_IV005140	42%	17381.30		
BBBOND_0102540	Protein of unknown function	1392.16	none	–	–	Bdiv_014440c	
BBBOND_0401710	Protein of unknown function	1354.80	BBOV_IV006480	28%	7388.35		
BBBOND_0310840	Protein of unknown function	1311.59	none	–	–	BOVATA_007230	
BBBOND_0313010	Protein of unknown function with WD domain	1223.30	none	–	–	Bdiv_032120c	
BBBOND_0103640	membrane protein	1204.07	BBOV_II006530	50%	209.18		
BBBOND_0104060	6-cys	1103.92	none	–	–	BOVATA_022080	
BBBOND_0100160	6-cys	1100.28	none	–	–	no other species have orthologs	
BBBOND_0101590	6-cys	1023.04	none	–	–	no other species have orthologs	

Highlighted in yellow are the genes with expression that was similar in kinetes of *B. bigemina* and *B. bovis.* In green, gene expression that was higher in *B. bigemina* as compared to *B. bovis.* In blue, gene expression that was higher in *B. bovis* as compared to *B. bigemina* and in white, *B. bigemina* genes without orthologs in *B. bovis.*

In *B. bigemina* blood-stages, 43 genes with increased expression (>120-fold change) were identified (**Table 3**). In addition to many proteins of unknown function, two ribosome-binding proteins and one probable fructokinase were found in *B. bigemina* blood-stages (**Table 3**). 

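Several abundant genes among the widest blood-stage ones are of unknown function. The gene BBBOND_0101800 (chromosome I, 411495 to 412874), with a peptidase domain, stood at 2726 ± 1828 CPM in blood-stages and 18.2 ± 0.578 CPM in kinetes (mean ± SD, n = 3 each; log2 fold change -7.23, standard error 0.55, adjusted p = 1.6e-05). The gene BBBOND_0204010 (chromosome II, 921795 to 923237), of unknown function, stood at 939 ± 327 CPM in blood-stages with 27 kinete counts (log2 -7.79), and BBBOND_0305790 (chromosome III, 1447867 to 1448715) at 361 ± 159.8 CPM in blood-stages and 1.49 ± 1.01 CPM in kinetes (log2 -7.98). For the kinete counts of these 3 genes carry-over of blood-stage reads is not excluded. A further unknown gene (BBBOND_0101920, chromosome I, 433908 to 434666) had 8047 blood-stage counts and 1 kinete count, a ratio of 624 (95% interval 112 to 24648), and its fitted log2 of -9.21 becomes -13.69 without kinete replicate 2, the library that held that count. Of the 43 genes listed, 42 were called higher in blood-stages and 43 when adjusted over the list alone, which is not independent evidence because the list was drawn from these data. The other gene, BBBOND_0005370 (an unplaced contig, 6431 to 11371), with an endonuclease domain, had 195 blood-stage counts in all and 0 in kinetes, at least 5.04-fold by counts, at adjusted p = 0.0725 (0.00104 to 0.157 over the alternatives). DESeq2 (log2 -4.45), the likelihood ratio test (-8.03), upper-quartile factors (-7.98), library totals (-8.26), a replicate block (-8.51) and the fits without blood-stage replicates 1 (-8.16) or 3 (-8.26) call it, and the value is -6.16 and uncalled without replicate 2. Of the 43 genes 26 had 0 kinete counts and 6 had 1 to 3. The median log2 of the list is -7.99 as fitted and -3.70 with genes at 0 counts set to their bounds.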

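Among named products, the probable fructokinase (BBBOND_0100430, chromosome I, 110939 to 112132), a sugar kinase of the ribokinase-like family, was the most abundant, at 2686 ± 489.7 CPM in blood-stages (mean ± SD, n = 3) with 105 kinete counts (log2 fold change -7.33, standard error 0.25, adjusted p = 1.5e-07). Ribosome-binding protein 1 occurs as a pair of genes on chromosome III with distinct support. The first, BBBOND_0300430 (132984 to 138452), fell from 643 ± 308 CPM in blood-stages to 3.61 ± 0.859 CPM in kinetes (log2 fold change -7.44, standard error 0.50, adjusted p = 2.5e-06), on 54348 and 24 counts. For the kinete counts of the fructokinase and of this gene, carry-over of blood-stage reads is not excluded. The other, BBBOND_0313380 (3275736 to 3280811), had 92 counts over the 3 blood-stage libraries and 0 in kinetes, so it is at least 2.38-fold higher (adjusted p = 0.0314). That call is lost under glmTreat, without any of the kinete replicates and without blood-stage replicate 1 (fitted log2 -6.31 in place of -7.09), with adjusted p from 6.5e-04 to 0.0987 over the alternatives.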

The functions of the gene products of most of the upregulated genes have not yet been characterized and may have biological importance related to invasion, gliding motility, and egress (González et al., 2019). Expression of two *B. bigemina* blood-stage genes exceeded that of *B. bovis* orthologs (**Table 3**).

**Table 3:** Differential expression of genes with over 120-fold increase in B. bigemina blood-stages. Orthologs of these genes were found in B. bovis (BBOV) and B. ovata (BOVATA) by synteny using PiroplasmaDB.

Gene ID	Annotation	Fold increase in *B. bigemina* blood-stages	*B. bovis* ortholog	Identity to *B. bovis* (protein)	Fold increase in *B. bovis* blood-stages	Other *Babesia* spp. ortholog	*B. bigemina* species-specific gene
BBBOND_0205880	Protein of unknown function with homoserine dehydrogenase family domain	9686.43	none	–	–		✓
BBBOND_0001870	Protein of unknown function with reverse transcriptase like family domain	1931.22	cannot determine				
BBBOND_0400070	Protein of unknown function	1314.89	none	–	–	BOVATA_039000	
BBBOND_0100220	Protein of unknown function with Collagen superfamily and Trichohyalin-plectin-homology domains	738.29	none	–	–		✓
BBBOND_0111020	Protein of unknown function	673.15	cannot determine				
BBBOND_0101920	Protein of unknown function	591.82	none	–	–	BOVATA_024760	
BBBOND_0313390	Protein of unknown function	488.21	none	–	–	BOVATA_000410	
BBBOND_0300580	Protein of unknown function	485.22	none	–	–		✓
BBBOND_0404420	Protein of unknown function	478.10	none	–	–		✓
BBBOND_0006320	Protein of unknown function	430.22	cannot determine				
BBBOND_0000700	Protein of unknown function with Smc Chromosome segregation ATPase domain	410.33	cannot determine				
BBBOND_0312120	Protein of unknown function with M protein C-terminal and large tegument protein UL36 domains	372.82	none	–	–		✓
BBBOND_0405420	Protein of unknown function	361.35	none	–	–	BOVATA_039490	
BBBOND_0109490	Protein of unknown function	347.82	none	–	–		✓
BBBOND_0210450	Protein of unknown function	345.29	none	–	–	BOVATA_012660	
BBBOND_0005400	Protein of unknown function with reticulocyte binding/rhoptry protein domain	335.59	cannot determine				
BBBOND_0207850	Protein of unknown function	290.86	none	–	–	BOVATA_026980	
BBBOND_0201910	Protein of unknown function	268.80	none	–	–	BOVATA_032350	
BBBOND_0307370	Protein of unknown function	268.74	none	–	–	BOVATA_004020	
BBBOND_0208770	Protein of unknown function	261.63	none	–	–	BOVATA_011160	
BBBOND_0005370	Protein of unknown function with endonuclease subunit and DNA repair exonuclease SbcCD ATPase subunit domains	261.49	cannot determine				
BBBOND_0307380	Protein of unknown function	254.89	none	–	–		
BBBOND_0305790	Protein of unknown function	251.91	none	–	–	BOVATA_002330	
BBBOND_0000630	Protein of unknown function with reticulocyte binding/rhoptry protein domain	241.53	cannot determine				
BBBOND_0204010	Protein of unknown function	220.63	BBOV_II003760	35.79	33.84		
BBBOND_0005840	Protein of unknown function with Apolipophorin-III like domain	211.45	cannot determine				
BBBOND_0202980	Protein of unknown function with ribonuclease E domain	195.31	none	–	–	BOVATA_033390	
BBBOND_0402550	Protein of unknown function	192.57	none	–	–	BOVATA_036600	
BBBOND_0304560	Protein of unknown function with reticulocyte binding/rhoptry protein domain	182.60	none	–	–	BOVATA_008880	
BBBOND_0400010	Protein of unknown function with chromosome segregation protein SMC and reticulocyte binding/rhoptry protein domains	178.94	none	–	–	BOVATA_046230	
BBBOND_0313950	Protein of unknown function with Smc Chromosome segregation ATPase and DNA repair exonuclease SbcCD ATPase subunit domains	177.52	none	–	–		
BBBOND_0306390	Protein of unknown function	177.33	none	–	–	BOVATA_003120	
BBBOND_0300430	Ribosome-binding protein 1	174.63	none	–	–		✓
BBBOND_0100430	Probable fructokinase	161.13	BBOV_IV003810	34.72	36.64		
BBBOND_0208830	Protein of unknown function	151.61	none	–	–	BOVATA_011240	
BBBOND_0101800	Protein of unknown function with Peptidase C1A subfamily and Cathepsin propeptide inhibitor domain (I29) domains	149.56	none	–	–	BOVATA_024640	
BBBOND_0306680	Protein of unknown function	141.63	none	–	–	BOVATA_002840	
BBBOND_0313380	Ribosome-binding protein 1	136.12	none	–	–	BOVATA_000440	
BBBOND_0005690	Protein of unknown function with Smc Chromosome segregation ATPase and DNA double-strand break repair ATPase Rad50 domains	128.63	cannot determine				
BBBOND_0004810	Protein of unknown function with Reverse transcriptase like family domain	128.41	cannot determine				
BBBOND_0006030	Protein of unknown function with Smc Chromosome segregation ATPase	127.32	cannot determine				
BBBOND_0110820	Protein of unknown function	122.12	none	–	–	BOVATA_015600	
BBBOND_0005760	Protein of unknown function	120.60	cannot determine				

Highlighted in green, gene expression was higher in B. bigemina compared to B. bovis and in white, B. bigemina genes with no orthologs in B. bovis.

It is interesting to note that of the 42 highly expressed genes in *B. bigemina* kinetes, 20 had orthologs in *B. bovis*. However, this was not the case for blood-stages, as only two of the 43 genes upregulated by >120-fold had orthologs in *B. bovis* (**Tables 2** and **3**). In the RNA-seq of *B. bovis*, differentially expressed kinete genes with levels >1,000-fold change were KSP, ROM family proteins, membrane proteins, TRAP, 6-cys, protein kinases, Der-1, GCC2/GCC3 protein, and AP2 families (Ueti et al., 2020; Ueti et al., 2021). Importantly, of the genes that exceeded >1,000-fold change, 34 genes were unique for *Babesia* when compared to the bovine genome by BLASTp (data not shown).

The list of *B. bovis* genes expressed by blood-stages (>120-fold increase) is quite distinct from those genes expressed by *B. bigemina* during the same life cycle phase in the mammalian host. In *B. bovis* blood-stages, small open reading frame (SmORF), variant erythrocyte surface antigen (VES), merozoite surface antigen (MSA), spherical body protein (SBP), membrane proteins, ROM family proteins, rhoptry-associated protein 1 (RAP-1) family protein and others were upregulated (Ueti et al., 2020; Ueti et al., 2021). *B. bovis* infected RBC (iRBC), but not *B. bigemina* iRBC, can adhere to vascular endothelial cells and accumulate in the host microvasculature, a process that is apparently mediated by VES proteins. *Babesia bovis* changes the protein and lipid composition of the iRBC membrane, modifying its architecture resulting in increased cellular adhesiveness and high antigenic variability (Suarez et al., 2019). The VES gene family is also responsible for this antigenic variation, and this phenomenon, combined with epithelial cell cytoadhesion by iRBCs, allows *B. bovis* to evade the vertebrate host immune response. The *B. bovis* genome contains 133 members of VES (Allred et al., 2000; Eichenberger et al., 2017; Ueti et al., 2021). However, the role of VES proteins in *B. bigemina* is unknown and understanding its mechanisms may be a key to potential vaccine candidates (Suarez et al., 2019). 

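Of 99 genes annotated as membrane proteins, 26 were higher in kinetes and 35 in blood-stages, with a median log2 of -0.62 and a mean of 0.01 (camera, adjusted p = 0.792). Among the kinete ones is BBBOND_0308030 (chromosome III, 1961813 to 1962709), a putative membrane protein, at 13079 ± 4965 CPM in kinetes and 1.53 ± 0.350 CPM in blood-stages (mean ± SD, n = 3 each; log2 fold change 13.05, standard error 0.34, adjusted p = 1.4e-07). No description among the 3722 genes names a variant erythrocyte surface antigen, so 0 VES genes could be tested by name. Descriptions of 22 genes were lost to a spreadsheet error in the deposited file. The reference annotation holds 5080 genes, and those without deposited counts were out of reach.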

(Jackson et al., 2014) described some VES genes in *B. bigemina* BOND, JG29, Puerto Rico, and BbiS3P strains, however, in our RNA-seq experiments no differential expression of VES genes was found in either kinetes or blood-stages. In addition, the SmORF genes may assist in capillary sequestration (Suarez et al., 2019). However, SmORF genes are present only in *B. bovis*, and not in *B. bigemina* (Suarez et al., 2019). Altogether, these differences in gene expression may contribute to increased virulence and pathogenicity of *B. bovis* when compared to *B. bigemina*.

Synteny analysis using the Piroplasma genome database showed that nine genes classified as protein of unknown function, three 6-cys and one ribosome-binding protein 1 had no orthologs in *B. ovata* and *B. divergens*, suggesting that they are *B. bigemina*-specific genes (**Tables 2** and **3**).

### *Babesia bigemina* differentially expressed genes

#### HAP2/GCS1 domain protein

The fusion of male and female gametes to generate a zygote is an important step in the life cycle of many organisms and has been considered a target for transmission blocking vaccines. The gene HAP2/GCS1 (hapless 2/generative cell specific 1) was identified in plants, *Plasmodium*, and other organisms (Johnson et al., 2004; Mori et al., 2006; Hirai et al., 2008) as important keys in gamete fertilization. In bovine *Babesia*, HAP2 was found to be essential for the development of sexual forms in *hap2* KO parasites and expressed on the surface of *B. bovis* gametes (Hussein et al., 2017). Interestingly, anti-HAP2 antibodies blocked *B. bigemina* zygote formation (Camacho-Nuez et al., 2017). 

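The gamete fusion gene HAP2 (BBBOND_0307410, chromosome III, 1813816 to 1816274), whose protein drives membrane fusion between gametes in other protists, stood at 141 ± 40.1 CPM in kinetes and 6.99 ± 5.31 CPM in blood-stages (mean ± SD, n = 3 each), 20.1-fold higher in kinetes (log2 fold change 4.33, standard error 0.65, adjusted p = 7.8e-04). The blood-stage preparations differed, with 22, 310 and 267 counts in replicates 1, 2 and 3. Kinete counts of 226, 341 and 256 are higher at each library's depth.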

The expression of HAP2-GCS1 was increased 20-fold in *B. bigemina* kinetes (BBBOND_0307410). This gene was also increased in *B. bovis* kinetes (BBOV_III006770, 258-fold) (Ueti et al., 2021), but 13 times more than *B. bigemina.* HAP2 is a gamete fusion protein and may be is involved in attachment of kinetes to ovary epithelial cells (Ueti et al., 2021). However, further investigation is needed to test if HAP2 protein is expressed on the surface of *Babesia* kinetes.

#### CCp family

The CCp gene family is related to the development of sexual stages in Apicomplexa organisms, including *Plasmodium*, *Theileria*, and *Babesia* (Pradel et al., 2004; Becker et al., 2010; Bastos et al., 2013). 

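CCp3 (BBBOND_0312400, chromosome III, 3033906 to 3038315), a secreted LCCL-domain protein of gametocytes in Plasmodium, stood at 76.1 ± 15.4 CPM in blood-stages and 9.07 ± 3.66 CPM in kinetes (mean ± SD, n = 3 each). The transcript was 8.94-fold higher in blood-stages (log2 fold change -3.16, standard error 0.34, adjusted p = 4.3e-05). CCp2 (BBBOND_0203950, chromosome II, 905825 to 910977), an adhesion-domain protein of the same complex, stood at 136 ± 22.6 CPM in blood-stages and 28.1 ± 3.37 CPM in kinetes. The transcript was 4.83-fold higher (log2 -2.27, standard error 0.22, adjusted p = 2.2e-05). CCp1 (BBBOND_0307800, chromosome III, 1894360 to 1899523), the other member with LCCL domains, stood at 32.3 ± 8.74 CPM in blood-stages and 17.3 ± 2.04 CPM in kinetes (log2 -0.88, adjusted p = 0.0210), below the 2-fold threshold. CCp1 is called under upper-quartile factors (log2 -1.19), under library totals and without blood-stage replicate 2 (-1.09). CCp1, CCp2 and CCp3 are also the only 3 genes whose descriptions carry the sexual stage or meiosis words searched for (median log2 -2.27).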

In the *B. bigemina* RNA-seq, three members of the CCp family, named CCp1, CCp2 and CCp3 (BBBOND_0307800, BBBOND_0203950 and, BBBOND_0312400, respectively), containing LCCL (*Limulus* coagulation factor C) motifs, were upregulated in blood-stages, which ranged from 1.8 to 8.9-fold. The same pattern was observed in *B. bovis* (BBOV_III006360, BBOV_II003700, and BBOV_III008930) with blood-stage expression varying from 2.2 to 8.8-fold (Ueti et al., 2021). In a previous study, the gene expression and proteins of CCp1-3 was proven in Puerto Rico strain *B. bigemina* induced sexual stages (Bastos et al., 2013). A recent study showed that in addition to the described CCp1-3, two novel non-canonical members of the CCp gene family, named CCp5 and FNPA, were also found in *B. bovis*. Both genes are highly conserved among geographically distinct *B. bovis* strains (Ozubek et al., 2022). *Babesia bovis* FNPA protein has a predicted transmembrane domain, and this fact characterizes it as a possible target of a transmission-blocking vaccine against *B. bovis* (Ozubek et al., 2022). In the *B. bigemina* and *B. bovis* blood-stages RNA-seqs, upregulation of CCp5 (BBBOND_0306080, 2.8-fold and BBOV_III007200, 2-fold) and FNPA (BBBOND_0206110, 3.4-fold and BBOV_I002720, 2.8-fold increase) (Ueti et al., 2021) were found.

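FNPA (BBBOND_0206110, chromosome II, 1372509 to 1375277), a PA14-domain protein, stood at 72.1 ± 20.4 CPM in blood-stages and 22.0 ± 7.57 CPM in kinetes (mean ± SD, n = 3 each). Its level was 3.38-fold higher in blood-stages (log2 fold change -1.76, standard error 0.32, adjusted p = 0.00139). CCp5 (BBBOND_0306080, chromosome III, 1520949 to 1524143), an adhesive protein of the same family, stood at 45.9 ± 5.99 CPM in blood-stages and 17.1 ± 7.62 CPM in kinetes. Its level was 2.79-fold higher (log2 fold change -1.48, standard error 0.32, adjusted p = 0.00355). The fold of CCp5 does not exceed 2 by the glmTreat test (adjusted p from 3.3e-06 to 0.0758 over the alternatives). Of the 5 CCp-family genes, 4 were called higher in blood-stages, 4 when adjusted over the list alone. The genes were picked by the study, so the count is not independent evidence.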

#### GCC2/GCC3 domain containing protein family

The GCC2/GCC3 domain containing proteins belong to the cysteine repeat modular proteins (CRMPs) family, which is an important specific protein of apicomplexan parasites. In *Plasmodium*, it was postulated that all four CRMP are required for host cell interaction. Analysis of *P. berghei* sporozoites lacking PCRMP1 – 4, showed they were incapable of invading the mosquito salivary gland. In addition, mutant sporozoites lacking PCRMP3 or 4 did not proliferate inside hepatocytes (Douradinha et al., 2011). In *Plasmodium* GCC2/GCC3 are differentially expressed in pairs during the parasite life cycle. This was also found to be true for *B. bovis* where different GCC2/GCC3 pairs were upregulated based on life stage. In *B. bovis* kinetes, BBOV_III011730, 761-fold and BBOV_IV006250, 1,082-fold, were upregulated while BBOV_III011740, 5.6-fold and BBOV_IV006260, 14-fold were upregulated in blood-stages (Ueti et al., 2021). In contrast, in the *B. bigemina* RNA-seq, three kinete genes were up-regulated (BBBOND_0208310 and BBBOND_0208320 (both 98-fold) and BBBOND_0404220 (137-fold)). 

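The GCC2/GCC3 gene BBBOND_0404220 (chromosome V, 66806 to 73555), of a family of large cysteine-rich surface proteins, was the most abundant, at 6647 ± 1724 CPM in kinetes and 48.5 ± 16.7 CPM in blood-stages (mean ± SD, n = 3 each). It was 137-fold higher in kinetes (log2 fold change 7.10, standard error 0.32, adjusted p = 1.1e-06). The family member BBBOND_0208320 (chromosome II, 1866727 to 1876587) stood at 5694 ± 1443 CPM in kinetes and 58.1 ± 29.2 CPM in blood-stages. It was 97.9-fold higher (log2 fold change 6.61, standard error 0.41, adjusted p = 4.9e-06). Its neighbour BBBOND_0208310 (1865039 to 1866484 on the same chromosome) was 96.4-fold higher at a far lower level, 119 ± 28.8 CPM in kinetes and 1.21 ± 0.948 CPM in blood-stages (log2 6.59, 7.43 without blood-stage replicate 2, adjusted p = 7.8e-06). Adjusted over the 5 GCC2/GCC3 genes alone, the same 3 annotated genes are called, which is not independent evidence because the study chose them. From RT-PCR across BBBOND_0208310 and BBBOND_0208320 the paper proposes that the gene model may need a change. These entries may therefore not be separate members of the family, and the lower level of BBBOND_0208310 may not be that of a whole gene.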

In *B. bovis*, GCC2/GCC3 genes are arranged in tandem, however, the BOND annotation indicated an intervening gene between BBBOND_0208300 and BBBOND_0208320. *In silico* and sequencing analysis of RT-PCR amplicons using forward and reverse primers spanning BBBOND_0208310 and BBBOND_0208320, respectively, suggested that there was not an intervening gene, and that the gene model may need to be updated (**Supplementary Figure 1**). 

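Among GCC2/GCC3 genes at high blood-stage level, BBBOND_0404210 (chromosome V, 58703 to 66715), which lies beside a kinete-raised family member, stood at 457 ± 43.9 CPM in blood-stages and 254 ± 53.5 CPM in kinetes (mean ± SD, n = 3 each). Its log2 fold change of -0.85 (standard error 0.23, adjusted p = 0.00992) is below the 2-fold threshold, and upper-quartile factors (-1.15) and library totals (-2.98) call it higher in blood-stages. The family member BBBOND_0208300 (chromosome II, 1855910 to 1864954), a protein with cysteine-rich repeats, stood at 393 ± 32.0 CPM in blood-stages and 440.2 ± 156 CPM in kinetes, log2 0.16 (standard error 0.27, adjusted p = 0.622), and reverses to -1.99 and a blood-stage call under library totals alone.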

Expression of GCC2/GCC3 proteins in *B. bigemina* blood-stages did not follow the paired upregulation of *B. bovis* as only a single protein, BBBOND_0404210 (1.8-fold), was upregulated, and another, BBBOND_0208300, had no difference in expression.

#### The AP2 family

The Apetala 2 (AP2) family are nuclear transcription factors and contain conserved structural motifs that are directly involved in DNA binding (Alzan et al., 2016). AP2 encompasses the main transcription factors specific to Apicomplexa (Balaji et al., 2005). These genes are associated with transcriptional control of other genes involved in parasite development (Suarez et al., 2019). Several described *B. bigemina* genes encoding proteins containing AP2 domains (Alzan et al., 2016) and found in *B. bovis* (Ueti et al., 2021) were differentially expressed in *B. bigemina* blood-stage and kinetes. **Table 4** identifies the *B. bigemina* AP2 genes that had orthologs in *B. bovis*, although their architectures may show considerable variability (28 - 74% identity). In *B. bigemina*, there are a total of 23 AP2 genes that were identified. 

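AP2 genes, a family of DNA-binding regulators of apicomplexan development, went both ways. The AP2 gene BBBOND_0405860 (chromosome V, 441037 to 442422) was the most abundant kinete member, at 15546 ± 3989.8 CPM in kinetes and 34.3 ± 7.22 CPM in blood-stages (mean ± SD, n = 3 each). The transcript was 454-fold higher (log2 fold change 8.82, standard error 0.29, adjusted p = 2.9e-07). The AP2 gene BBBOND_0402120 (chromosome IV, 467796 to 469898) stood at 7579 ± 2062 CPM in kinetes and 13.4 ± 7.25 CPM in blood-stages (log2 9.14) and BBBOND_0109970 (chromosome I, 2213077 to 2215150), the widest, at 4159 ± 864 CPM in kinetes and 5.09 ± 1.16 CPM in blood-stages, 816-fold. The AP2 genes BBBOND_0404460 (log2 5.33), BBBOND_0311080 (4.91), BBBOND_0206620 (3.87), BBBOND_0307130 (3.23) and BBBOND_0310100 (3.18) were also higher in kinetes. So were BBBOND_0110120 (log2 1.48, reversed to -0.59 under library totals) and BBBOND_0204230 (log2 1.39, reversed to -0.72 under library totals, and not past a fold of 2 by glmTreat). The AP2 gene BBBOND_0301220 (chromosome III, 321860 to 322698) stood at 44.9 ± 5.22 CPM in kinetes and 22.7 ± 1.69 CPM in blood-stages, log2 0.98 (standard error 0.20, adjusted p = 0.00265), below the threshold of 1, and is called higher in kinetes with RLE factors (1.09), by DESeq2 (1.09) and without blood-stage replicate 3 (1.03), kinete replicate 1 (1.13) or kinete replicate 2 (1.04), and reverses to -1.13 under library totals. Of 23 AP2 genes 10 were called higher in kinetes and 5 in blood-stages, also when adjusted over the list alone. The list was assembled by the study and is not independent evidence. The other 7 AP2 genes were uncalled: BBBOND_0313300 (log2 0.70, adjusted p = 0.131, 1.28 without blood-stage replicate 2, reversed to -1.29 under library totals), BBBOND_0306760 (-0.02, called at -2.10 under library totals), BBBOND_0201480 (0.56, reversed to -1.53 there), BBBOND_0311370 (0.54, reversed to -1.49), BBBOND_0301490 (0.51, reversed to -1.56), BBBOND_0207810 (0.43, reversed to -1.71) and BBBOND_0301930 (0.42, reversed to -1.71).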

Eleven were upregulated in *B. bigemina* kinetes and five in the blood-stages, while seven were not different between groups (**Table 4**), suggesting that they could be differentially expressed by forms at other points of the biological cycle, such as gametes or sporozoites. The *B. bigemina* AP2 gene-family expression profile suggests the highest expression level for BBBOND_0104820 in blood-stage parasites (**Table 5**). 

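The AP2 gene BBBOND_0104820 (chromosome I, 1088521 to 1089975), a DNA-binding factor with an ortholog in B. bovis, stood at 3747 ± 947 CPM in blood-stages (mean ± SD, n = 3 each), the highest of 23 AP2 genes, and fell to 632 ± 114 CPM in kinetes, 5.93-fold lower (log2 fold change -2.57, standard error 0.26, adjusted p = 4.1e-05). The next AP2 genes by blood-stage level were BBBOND_0312340 at 823 CPM and BBBOND_0204230 at 591 CPM, the latter called higher in kinetes but reversed to -0.72 under library totals and lost under glmTreat. Even after its fall, BBBOND_0104820 kept a kinete level near that of AP2 gene BBBOND_0206620, at 668 ± 18.9 CPM.

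**Figure D3:**
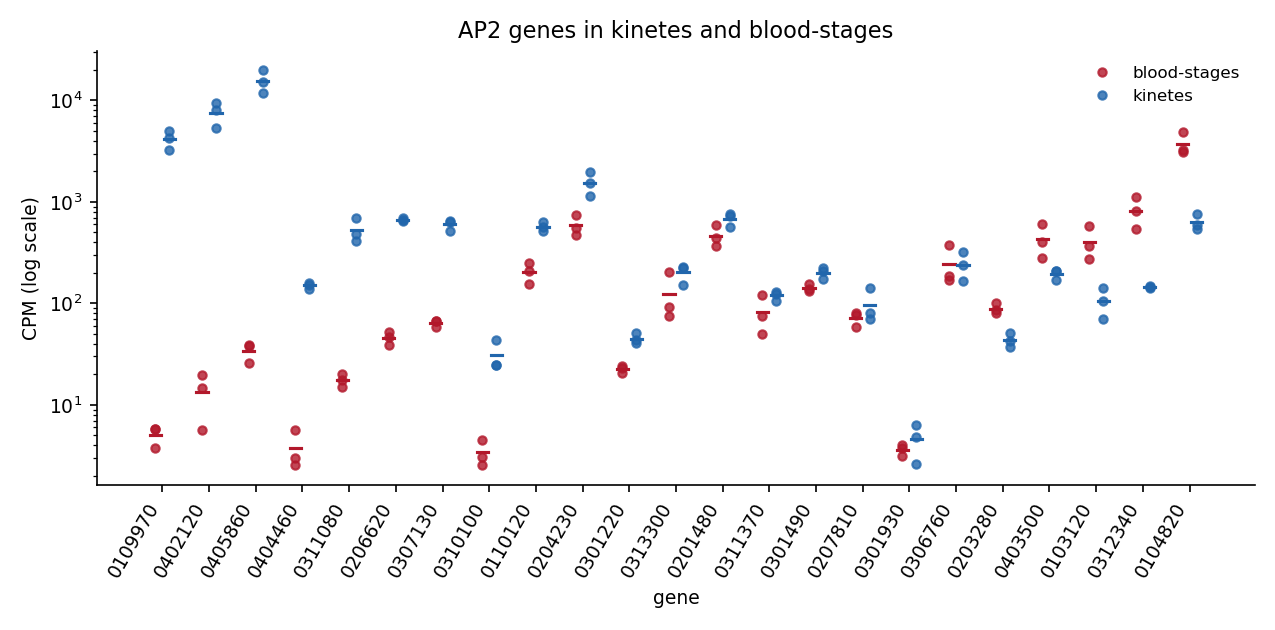
CPM of the AP2 genes in blood-stages and kinetes, mean with the single preparations.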

Its ortholog BBOV_II005480 was also the highest expressed AP2 in *B. bovis* blood-stages (Ueti et al., 2021). However, in kinetes, the correlation between *B. bigemina* and *B. bovis* was not maintained. Interestingly, *B. bigemina* BBBOND_0312340 and BBBOND_0403500 AP2 genes were upregulated in blood-stages but their orthologs in *B. bovis* (BBOV_III008870 and BBOV_IV000500) were upregulated in kinetes. 

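The AP2 gene BBBOND_0312340 (chromosome III, 3023260 to 3024880), a putative transcription factor, stood at 823 ± 283 CPM in blood-stages and 145 ± 2.88 CPM in kinetes (mean ± SD, n = 3 each). Its level was 5.68-fold higher in blood-stages (log2 fold change -2.51, standard error 0.27, adjusted p = 5.9e-05). The AP2 gene BBBOND_0403500 (chromosome IV, 767052 to 769340), of the same DNA-binding family, stood at 432 ± 164 CPM in blood-stages and 195 ± 22.5 CPM in kinetes. The transcript was 2.22-fold higher (log2 fold change -1.15, standard error 0.29, adjusted p = 0.00759). The call of BBBOND_0403500 is lost under glmTreat, without blood-stage replicate 2 (log2 -0.82) and without kinete replicate 3 (-0.98). The AP2 gene BBBOND_0103120 (chromosome I, 705626 to 707887) stood at 404 ± 154 CPM in blood-stages and 106 ± 35.0 CPM in kinetes (log2 fold change -1.93, standard error 0.33, adjusted p = 0.00104). The last blood-stage AP2 gene, BBBOND_0203280 (chromosome II, 760759 to 762279), stood at 89.0 ± 10.6 CPM in blood-stages and 43.6 ± 6.91 CPM in kinetes (log2 -1.03, adjusted p = 0.00245) and loses its call with RLE factors (-0.93), DESeq2 (-0.93), glmTreat and without blood-stage replicate 2 (-0.93), kinete replicate 2 (-0.97) or kinete replicate 3 (-0.88).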

Further investigation of the functions of the AP2 genes in these two *Babesia* are necessary to understand why the pattern of expression of these two AP2 genes is distinct between *B. bigemina* and *B. bovis*. This differential expression may be linked to differences in virulence or the needs of the parasite at different stages in its life cycle (in different hosts). *Babesia bigemina* kinetes had a higher magnitude of gene expression when compared to *B. bovis* (**Table 1**) and perhaps differences in AP2 genes contribute to the transcriptional control of other genes required by kinetes for survival/development/interaction in the invertebrate host.

**Table 4:** AP2 gene family expressed in kinetes and blood-stages in *B. bigemina* and their respective orthologs in *B. bovis*.

Gene ID	Upregulated in *B. bigemina*	*B. bovis* ortholog	Identity to *B. bovis*
BBBOND_0301220	Kinetes	BBOV_I000100	55%
BBBOND_0206620	Kinetes	BBOV_I002320	56%
BBBOND_0207810	no significance	BBOV_I003560	47%
BBBOND_0402120	Kinetes	BBOV_I004280	37%
BBBOND_0405860	Kinetes	BBOV_I004850	74%
BBBOND_0201480	no significance	BBOV_II001610	55%
BBBOND_0203280	Blood-stages	BBOV_II003230	45%
BBBOND_0204230	Kinetes	BBOV_II004230	58%
BBBOND_0104820	Blood-stages	BBOV_II005480	59%
BBBOND_0103120	Blood-stages	BBOV_II007120	40%
BBBOND_0301930	no significance	BBOV_III000570	63%
BBBOND_0311370	no significance	BBOV_III003770	44%
BBBOND_0311080	Kinetes	BBOV_III004090	73%
BBBOND_0310100	Kinetes	BBOV_III004740	50%
BBBOND_0307130	Kinetes	BBOV_III007040	55%
BBBOND_0306760	no significance	BBOV_III007880	58%
BBBOND_0312340	Blood-stages	BBOV_III008870	68%
BBBOND_0313300	no significance	BBOV_III009600	42%
BBBOND_0403500	Blood-stages	BBOV_IV000500	28%
BBBOND_0404460	Kinetes	BBOV_IV002360	64%
BBBOND_0109970	Kinetes	BBOV_IV011690	33%
BBBOND_0110120	Kinetes	BBOV_IV011830	40%
BBBOND_0301490	no significance	BBOV_III000230	59%

**Table 5:** AP2 gene family expressed in blood-stages and in kinetes in *B. bigemina*.

Gene ID	Blood-stages CPM	Kinetes CPM
BBBOND_0104820	3746.16 *	631.84
BBBOND_0312340	823.09 *	144.79
BBBOND_0204230	590.83	1551.25 *
BBBOND_0201480	464.44	685.82
BBBOND_0403500	431.89 *	194.77
BBBOND_0103120	403.97 *	105.80
BBBOND_0306760	243.48	239.94
BBBOND_0110120	205.20	571.44 *
BBBOND_0301490	141.50	201.06
BBBOND_0313300	124.43	202.45
BBBOND_0203280	88.94 *	43.59
BBBOND_0311370	82.40	120.07
BBBOND_0207810	71.77	97.39
BBBOND_0307130	64.36	602.07 *
BBBOND_0206620	45.72	668.23 *
BBBOND_0311080	17.59	528.57 *
BBBOND_0405860	34.27	15543.77 *
BBBOND_0402120	13.44	7577.71 *
BBBOND_0301220	5.08	4158.92 *
BBBOND_0109970	5.08	4158.92 *
BBBOND_0404460	3.73	150.20 *
BBBOND_0301930	3.61	4.61
BBBOND_0310100	3.40	31.07 *

CPM is counts per million and * indicates statistical significant differences (p<0.05).

#### 6-cys gene family

The 6-cys gene family was originally identified in *Plasmodium* and plays important roles in gamete stages and oocyte formation. Members of the 6-cys family are considered strong candidates for vaccine development (van Dijk et al., 2010; Alzan et al., 2017). These proteins are defined by domains that contain 6 positionally conserved cysteines, but arrangements of 4, 5 or 7 cysteine residues can also be found in *Babesia* (Alzan et al., 2016). In addition, most 6-cys proteins have signal peptides, suggesting these proteins are likely to be expressed on the surface of the parasite, or secreted (Alzan et al., 2016). In *B. bovis*, this family is composed of ten genes (A-J) that are related to the development of gametes in the *R. microplus* midgut (Alzan et al., 2016). *Babesia bovis* RNA-seq revealed that all ten 6-cys genes were upregulated in kinetes (Ueti et al., 2021). In fact, four members of 6-cys (C, A, B and E) (BBOV_II006620, BBOV_II006600, BBOV_II006610 and BBOV_II006640) were highly expressed in kinetes (19,316, 18,031, 14,454 and 1,731-fold increase respectively) (Ueti et al., 2021). In *B. bigemina*, some 6-Cys family members unique to *B. bigemina* or shared with a *B. ovata* ortholog were highly upregulated in kinetes (**Table 2**), suggesting that they may play a role during tick infection. The 6-Cys family is comprised of 11 members with ten upregulated in kinetes and a single member upregulated in blood-stages (**Table 6**). 

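Of the 6-Cys genes, coding for cysteine-rich surface proteins that act in fertilization in Plasmodium, D, A and E were among the 12 most abundant kinete transcripts. 6-Cys D (BBBOND_0103540, chromosome I, 804742 to 806532) stood at 76093 ± 27001 CPM in kinetes and 3.22 ± 0.853 CPM in blood-stages (mean ± SD, n = 3 each). It was 23587-fold higher in kinetes (log2 fold change 14.53, standard error 0.36, adjusted p = 1.5e-07). 6-Cys A (BBBOND_0103570, chromosome I, 815523 to 817313) stood at 70468 ± 24189 CPM in kinetes and 5.43 ± 1.19 CPM in blood-stages, 12972-fold (log2 fold change 13.66, standard error 0.34, adjusted p = 1.5e-07). 6-Cys E (BBBOND_0103530, chromosome I, 801690 to 803540), in the same cluster, reached 29052 ± 9573 CPM but kept 55.5 ± 45.1 CPM in blood-stages (log2 9.03, 9.91 without blood-stage replicate 2). The 6-Cys genes BBBOND_0405260 (log2 10.92, 9581 ± 4284 CPM in kinetes) and BBBOND_0311480 (log2 12.78) were higher too. Blood-stage replicate 2 carries much of the blood-stage signal of 4 more 6-Cys genes, which widen without it: BBBOND_0302080 from 11.41 to 12.77, BBBOND_0104060 from 10.10 to 10.87, BBBOND_0100160 from 10.10 to 10.94 and BBBOND_0101590 from 9.99 to 10.94. 6-Cys J (BBBOND_0400600, chromosome IV, 153319 to 156186) was the mildest, 6.10-fold higher (standard error 0.37 in log2, adjusted p = 3.8e-04), and is uncalled at 0.39 under library totals. 6-Cys I (BBBOND_0400720, chromosome IV, 177548 to 180046) stood at 41.0 ± 4.90 CPM in blood-stages and 23.5 ± 3.48 CPM in kinetes (log2 -0.80, standard error 0.22, adjusted p = 0.0116), below the 2-fold threshold, and is called higher in blood-stages under upper-quartile factors (-1.08) and library totals (-2.90). Of 11 6-Cys genes, 10 were called higher in kinetes and 0 in blood-stages, also when adjusted over the list alone, which is not independent evidence because several entered the list from these data.

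**Figure D4:**
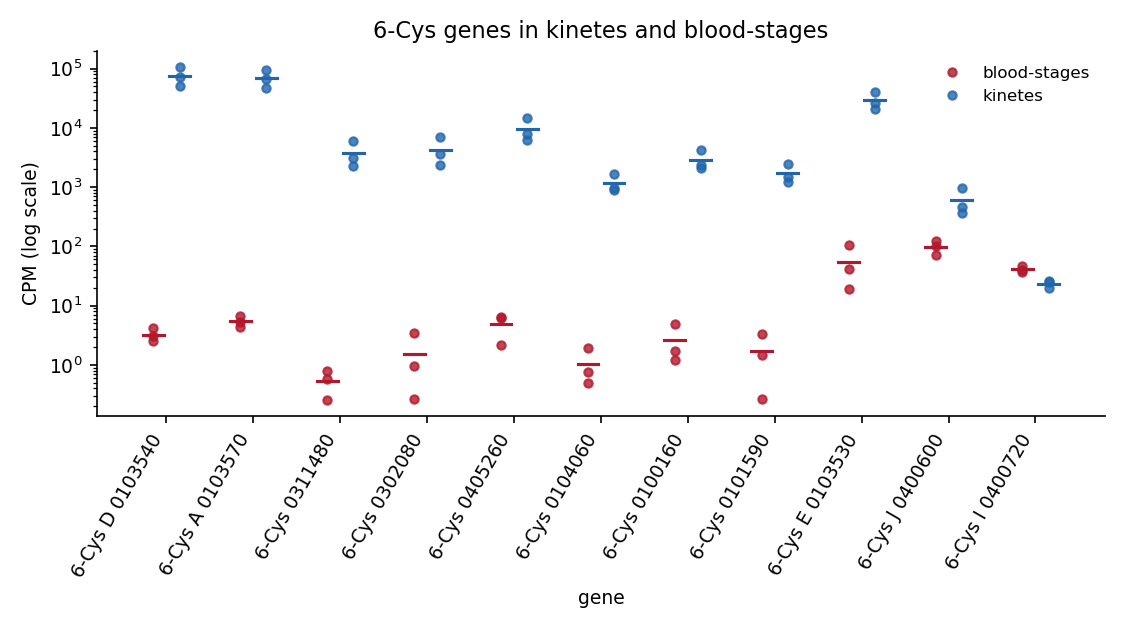
CPM of the 6-Cys genes in each preparation of blood-stages and kinetes.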

In *Plasmodium vivax*, three 6-Cys family proteins were expressed in the blood-stage and might be involved in merozoite invasion activity (Wang et al., 2014).

**Table 6:** Upregulated 6-Cys gene family in *B. bigemina* kinetes and blood-stages.

Gene ID	Stage	Annotation	Fold increase
BBBOND_0103540	Kinetes	6-CysD	23,586.46
BBBOND_0103570	Kinetes	6-CysA	12,972.27
BBBOND_0311480	Kinetes	6-Cys	7,008.61
BBBOND_0302080	Kinetes	6-Cys	2,745.36
BBBOND_0405260	Kinetes	6-Cys	1,937.38
BBBOND_0104060	Kinetes	6-Cys	1,103.92
BBBOND_0100160	Kinetes	6-Cys	1,100.28
BBBOND_0101590	Kinetes	6-Cys	1,023.04
BBBOND_0103530	Kinetes	6-CysE	524
BBBOND_0400600	Kinetes	6-CysJ	6
BBBOND_0400720	Blood-stages	6-CysI	1.7

#### ABC transporter

The ATP binding cassette (ABC) transporter genes are present in all prokaryotes and eukaryotes, including Apicomplexan parasites. This family of genes codes for different proteins which translocate amino acids, ions, peptides, proteins, cholesterol, metabolites, and toxins across extra- and intracellular membranes and contribute to drug resistance through decreased drug uptake into the cell or efflux (which expel toxins and drugs out of the cell) (El-Awady et al., 2016). 

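The ABC1-family gene BBBOND_0403540 (chromosome IV, 772695 to 774363), of a family linked to ubiquinone synthesis rather than transport in other eukaryotes, stood at 197 ± 81.1 CPM in kinetes and 17.0 ± 1.40 CPM in blood-stages (mean ± SD, n = 3 each). The transcript was 11.6-fold higher (log2 fold change 3.53, standard error 0.29, adjusted p = 1.1e-05). The ABC transporter BBBOND_0207340 (chromosome II, 1606549 to 1611465), with an ATP-binding domain, stood at 35.3 ± 10.8 CPM in kinetes and 3.13 ± 1.12 CPM in blood-stages. Its level was 11.0-fold higher (log2 fold change 3.46, standard error 0.35, adjusted p = 3.6e-05). In blood-stages the ABC transporters BBBOND_0309830 (chromosome III, 2454800 to 2457014; 116 ± 66.2 CPM in blood-stages and 38.3 ± 8.66 CPM in kinetes; log2 -1.59) and BBBOND_0105520 (chromosome I, 1210156 to 1212795; log2 -1.37) were higher, and both lose the call under glmTreat. The most abundant of the 7 ABC genes the study picked, BBBOND_0100850 (chromosome I, 222043 to 224950), stood at 861 ± 647 CPM in blood-stages and 408 ± 102 CPM in kinetes, log2 -1.08 at adjusted p = 0.0883, so it is uncalled. It is called under upper-quartile factors (-1.32), under library totals (-3.13) and without blood-stage replicate 3 (-1.48), and lies at -0.31 without blood-stage replicate 2. The ABC transporters BBBOND_0313150 (log2 -0.81, adjusted p = 0.00615) and BBBOND_0300960 (-0.72, adjusted p = 0.0525) were below the 2-fold threshold and are called under upper-quartile factors (-1.11 and -1.02) and library totals (-2.89 and -2.77). Of these 7, 2 were called higher in each stage, also adjusted over the list alone, which is not independent evidence.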

Two putative ABC transporters were upregulated in *B. bigemina* kinetes (BBBOND_0403540 and BBBOND_0207340, both over 11-fold), and five members were upregulated in the blood-stage (BBBOND_0309830, BBBOND_0105520, BBBOND_0100850, BBBOND_0313150 and BBBOND_0300960) by 1.65 to 3-fold. In a *B. bovis* RNA-seq, ABC transporters were also upregulated in kinetes (BBOV_III006450, BBOV_III011170 and BBOV_I003180) and in blood-stages (BBOV_IV008140, BBOV_III005570, BBOV_I000600) (Ueti et al., 2021). The expression varied between 3.5 to 85.8-fold change. ABC transporter proteins are immunogenic and have been used as antigens in the formulation of vaccines against bacteria (Riquelme-Neira et al., 2013; Murphy et al., 2016). In protozoan parasites, like *P. falciparum* and *Leishmania* sp., the ABC transporters are targets of antiprotozoal drugs (Klokouzas et al., 2003; El-Awady et al., 2016).

#### Iron transporter

Iron receptors and transporters are associated with the pathogen’s virulence and immunogenicity and are usually located on the cell surface, making them good targets for drugs or vaccines (Glanfield et al., 2007). Iron-sulfur clusters (Fe-S) are small inorganic metal cofactors, and proteins that contain Fe-S clusters have functions that include electron transport, regulation of gene expression, substrate binding and activation, radical generation, and DNA repair (Wachnowsky et al., 2018). An important antiparasitic drug, artemisinin, has iron-dependent activity, and the artemisinin drug family is a potent first-line antimalarial drugs (Sibmooh et al., 2001; Olliaro and Taylor, 2004). Artesunate, a derivative of artemisin, effectively inhibited growth of cultures of *B. bovis* and *B. gibsoni* (Goo et al., 2013). The role of iron uptake and metabolism in *Babesia* should be better studied for new potential therapeutic targets. *Babesia bigemina* kinetes express an Fe-S cluster biosynthesis domain gene (BBBOND_0307200, 57-fold increase), Fe-S cluster assembly protein NFU-like (BBBOND_0211120, 2-fold) and CDGSH Fe-S domain (BBBOND_0202830, 2-fold). 

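The iron-sulfur cluster biosynthesis gene BBBOND_0307200 (chromosome III, 1764102 to 1765737), of a family of cluster carriers, stood at 1122 ± 205 CPM in kinetes and 19.5 ± 5.14 CPM in blood-stages (mean ± SD, n = 3 each). Its level was 57.4-fold higher in kinetes (log2 fold change 5.84, standard error 0.26, adjusted p = 6.8e-07). The NFU-like assembly protein (BBBOND_0211120, chromosome II, 2491929 to 2492421), a late carrier of clusters, stood at 74.2 ± 11.9 CPM in kinetes and 34.4 ± 12.5 CPM in blood-stages. It was 2.16-fold higher (log2 fold change 1.11, standard error 0.29, adjusted p = 0.00842). Its call is lost under upper-quartile factors (log2 0.84), glmTreat and without blood-stage replicate 3 (0.90), and library totals reverse it to -0.97. The CDGSH-domain gene (BBBOND_0202830, chromosome II, 670838 to 671250), of a family of membrane-bound cluster proteins, stood at 87.4 ± 29.7 CPM in kinetes and 47.8 ± 4.95 CPM in blood-stages, log2 0.86 (adjusted p = 0.0169), below the 2-fold threshold. CDGSH is called without kinete replicate 1 (1.05) or 2 (1.06), and library totals reverse it to -1.27 and a blood-stage call. Of the 3 iron-sulfur genes the study picked, 2 were called, also adjusted over the list alone, which is not independent evidence.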

In a *B. bovis* RNA-seq, Fe-S cluster assembly scaffold family protein (BBOV_III007290, 2-fold and BBOV_IV004050, 3-fold) were found in blood-stages and kinetes (Ueti et al., 2021).

### Virulence genes

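The cAMP-dependent protein kinase catalytic gene (BBBOND_0402050, chromosome IV, 451963 to 453030), central to cAMP signalling, stood at 2275 ± 633 CPM in kinetes and 10.5 ± 8.64 CPM in blood-stages (mean ± SD, n = 3 each). It was 215-fold higher in kinetes (log2 fold change 7.75, standard error 0.76, adjusted p = 1.4e-04). Its blood-stage counts were 437, 426 and 20 in replicates 1, 2 and 3. Glycogen synthase kinase-3 alpha (BBBOND_0105020, chromosome I, 1120268 to 1122361), a kinase of growth signalling, rose 11.3-fold to 223 ± 38.0 CPM (log2 fold change 3.50, standard error 0.25, adjusted p = 5.0e-06). The kinase-domain protein BBBOND_0313410 (5.73-fold, log2 2.52, uncalled at 0.38 under library totals) and calmodulin-domain protein kinase 2 (BBBOND_0103000, 3.71-fold, log2 1.89, reversed to -0.21 and uncalled under library totals), a calcium-regulated kinase, rose less. In blood-stages, protein serine/threonine kinase 1 (BBBOND_0402770, chromosome IV, 609807 to 611456) stood at 101 ± 13.5 CPM in blood-stages and 21.2 ± 5.65 CPM in kinetes (log2 fold change -2.26, standard error 0.24, adjusted p = 4.7e-05). The serine/threonine kinase BBBOND_0102860 (2.29-fold, log2 -1.19) was also higher, and loses its call under glmTreat and without kinete replicate 2 (log2 -0.996). Of 21 virulence genes 9 were called higher in kinetes and 3 in blood-stages, also adjusted over the list alone. The study chose them, so this is not independent evidence. Uncalled at log2 near -1 were nucleoside diphosphate kinase (BBBOND_0309300, -0.88, adjusted p = 0.0462), phosphatidylinositol 3- and 4-kinase (BBBOND_0205740, -0.95, adjusted p = 0.0854) and a MAPKK-related kinase (BBBOND_0110510, -0.98, adjusted p = 0.0343, 26 kinete counts). Upper-quartile factors call these (-1.13, -1.18 and -1.26), as do library totals (-2.89, -2.97 and -3.05) and the fit without blood-stage replicate 3 (-1.17, -1.28 and -1.13). A floor of 1 CPM calls the MAPKK-related kinase (-1.01), and the lipid kinase lies at -0.23 without blood-stage replicate 2.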

Sixteen virulence genes described and analyzed in the virulome of Mexican *B. bigemina* strain (Sachman-Ruiz et al., 2021) were found to be upregulated in kinetes and blood-stages (**Table 7**) in this RNA-seq. Most virulence genes are protein kinases (PKA), which is a family of enzymes that modifies other proteins by adding phosphates. The phosphorylation by PK has been reported to regulate important cellular processes such as transcription, translation, protein synthesis, cell cycle, and apoptosis in Apicomplexa parasites (Kato et al., 2012). Use of staurosporine, an inhibitor of serine/threonine protein kinase, causes the inhibition of host cell invasion or growth of several Apicomplexa species (*Plasmodium*, *Trypanosoma*, and *Leishmania*) (Bork et al., 2006). Furthermore, it led to the complete clearing of *B. bovis* parasitemia and caused a significant increase in the percentage of extracellular merozoites, probably due to inhibition of erythrocyte invasion by the parasite (Bork et al., 2006).

**Table 7:** Virulence genes in *B. bigemina* kinetes and blood-stages.

Gene ID	Stage	Annotation	Fold increase
BBBOND_0402050	Kinetes	cAMP-dependent protein kinase (PKA)	215.6
BBBOND_0211720	Kinetes	Transcription factor TFIIB subunit	58
BBBOND_0110960	Kinetes	Calcium-dependent protein kinase 4 (CDPK4)	31
BBBOND_0402030	Kinetes	Glycerol kinase (GK)	20
BBBOND_040253	Kinetes	Phosphatidylinositol-4-phosphate 5-kinase	13.5
BBBOND_0105020	Kinetes	Glycogen synthase kinase-3 alpha	11.3
BBBOND_0313410	Kinetes	Protein kinase domain containing protein	5.7
BBBOND_0305090	Kinetes	Casein kinase 1 (CK1)	4.2
BBBOND_0103000	Kinetes	Calmodulin-domain protein kinase 2	3.7
BBBOND_0102770	Kinetes	Transcription initiation factor TFIIB	2
BBBOND_0100430	Blood-stages	Probable fructokinase	161
BBBOND_0402770	Blood-stages	Protein Serine/Threonine kinase 1	4.8
BBBOND_0102860	Blood-stages	Serine/Threonine protein kinase	2.3
BBBOND_0309300	Blood-stages	Diphosphate kinase family	2
BBBOND_0205740	Blood-stages	Phosphatidylinositol 3-and 4-kinase	2
BBBOND_0110510	Blood-stages	MAPKK-related Serine/Threonine protein kinase	2
BBBOND_0406010	no significance	cGMP dependent protein kinase	–
BBBOND_0401620	no significance	Cyclin 4	–
BBBOND_0209200	no significance	Mitogen-activated protein kinase	–
BBBOND_0107050	no significance	Phosphatidylinositol 4 kinase	–
BBBOND_0101090	no significance	Phosphatidylinositol-4-phosphate 5-kinase family protein	–
BBBOND_0400240	no significance	Serine/Threonine protein kinase	–

In humans, the transcription factor TFIIB is phosphorylated *in vivo* at serine 65 and this phosphorylation is important for the transcription process (Wang et al., 2010). Unfortunately, no study reports the function of TFIIB in Apicomplexa parasites. However, in *B. bigemina*, TFIIB was upregulated in kinetes (**Table 7**) and in *B. bovis* (BBOV_II007500, 2.2-fold) (Ueti et al., 2021).

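The transcription factor TFIIB subunit gene (BBBOND_0211720, chromosome II, 2650178 to 2651752), coding for part of the machinery that seats RNA polymerase II on promoters, stood at 357 ± 78.6 CPM in kinetes and 56.7 ± 42.2 CPM in blood-stages (mean ± SD, n = 3 each). The transcript was 6.29-fold higher in kinetes (log2 fold change 2.65, standard error 0.45, adjusted p = 0.00106). The log2 value is 3.46 without blood-stage replicate 2, where counts were highest, and 0.59 and uncalled under library totals. Transcription initiation factor TFIIB (BBBOND_0102770, chromosome I, 611872 to 612846), from the same machinery, stood at 91.9 ± 18.2 CPM in kinetes and 44.1 ± 8.01 CPM in blood-stages. The transcript was 2.07-fold higher (log2 fold change 1.05, standard error 0.23, adjusted p = 0.00359). The call of BBBOND_0102770 is lost under upper-quartile factors (log2 0.77), glmTreat and without blood-stage replicate 3 (0.94) or kinete replicate 3 (0.95), and reverses to -1.04 and a blood-stage call under library totals.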

In *P. falciparum* gametocytes, whole genome microarray analysis identified glycerol kinase (GK) as the second most highly upregulated gene, and its function is linked to the phosphorylation of host-glycerol (Schnick et al., 2009). GK deletion from *P. falciparum* had no effect on asexual parasite growth, gametocyte development or exflagellation, suggesting that these life cycle stages do not utilize host-derived glycerol as a carbon source (Schnick et al., 2009). 

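Glycerol kinase (BBBOND_0402030, chromosome IV, 447009 to 448925), the enzyme that feeds glycerol into lipid synthesis and glycolysis, stood at 920.4 ± 299.7 CPM in kinetes and 46.0 ± 4.52 CPM in blood-stages (mean ± SD, n = 3 each). Its level was 20.0-fold higher in kinetes (log2 fold change 4.32, standard error 0.26, adjusted p = 2.2e-06). Every kinete preparation lay above every blood-stage preparation, from 745 CPM upward against at most 51.1 CPM.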

GK was upregulated in both *B. bigemina* (**Table 7**) and *B. bovis* kinetes (BBOV_I004170, 11-fold) (Ueti et al., 2021).

The virulence factor casein kinase I members are serine/threonine protein kinases, highly conserved in eukaryotes (protozoan to humans) and involved in various cellular processes such invasion, protein trafficking, transcription, cell cycle regulation, apoptosis, phosphorylation of upstream kinases, protein-protein interactions, and others (Rachidi et al., 2021). Some studies in *Plasmodium*, *Toxoplasma* and *Leishmania* evaluated the role of this protein and suggest CK1 was an important vaccine candidate, but to date, drug screening has only been studied in *Leishmania* (Rachidi et al., 2021). In *Leishmania*, CK1 has functions on host immune system, with phosphorylation in human C3a (complement system) and inducing immune evasion (Lamotte et al., 2017). In addition, CK1 inhibitors have been shown to block the growth of extracellular *Leishmania* in *in vitro* culture (Allocco et al., 2006). In *Babesia*, CK1 was upregulated in kinetes of *B. bigemina* (**Table 7**) and *B. bovis* (BBOV_III002900, 21.3-fold). 

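Casein kinase 1 (BBBOND_0305090, chromosome III, 1280421 to 1281437), a serine/threonine kinase, stood at 1064 ± 250.3 CPM in kinetes and 249 ± 50.3 CPM in blood-stages (mean ± SD, n = 3 each). It was 4.27-fold higher in kinetes (log2 fold change 2.09, standard error 0.26, adjusted p = 1.2e-04). Under library totals casein kinase 1 reverses to -0.0187 and is uncalled.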

Further studies should assess whether the protein encoded by this gene expressed in *Babesia* kinetes interacts with the tick’s innate immune system, leading to avoidance of the complement-like system and, thus, permitting success in infecting tick tissues.

Additionally, another six virulence genes cited in (Sachman-Ruiz et al., 2021) were identified, however, there was no difference between groups (**Table 7**). These virulence genes may be expressed in other phases of the biological cycle of *B. bigemina* and consequently, not evaluated in this dataset.

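Cyclin 4 (BBBOND_0401620, chromosome IV, 369540 to 370896), a cell-cycle regulator, had the largest change of the 6 genes, at 16.9 ± 8.39 CPM in blood-stages and 9.82 ± 0.626 CPM in kinetes (mean ± SD, n = 3 each; log2 fold change -0.79, standard error 0.39, adjusted p = 0.106). Cyclin 4 is called higher in blood-stages under upper-quartile factors (-1.11), library totals (-2.92) and without blood-stage replicate 2 (-1.04). The cGMP-dependent protein kinase (BBBOND_0406010, chromosome V, 469580 to 472525), which governs egress and motility in related parasites, stood at 191 ± 18.7 CPM in blood-stages and 178 ± 9.19 CPM in kinetes (log2 -0.10, adjusted p = 0.658; -2.18 and called under library totals). Phosphatidylinositol 4-kinase (BBBOND_0107050, log2 0.36, reversed to -1.74 under library totals) and a serine/threonine kinase (BBBOND_0400240, 0.55, adjusted p = 0.0537, reversed to -1.49) were uncalled. So was phosphatidylinositol-4-phosphate 5-kinase (BBBOND_0101090), a membrane-lipid kinase, at log2 0.52, called at 1.1 without blood-stage replicate 3 and reversed to -1.62 under library totals.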

### *Babesia bigemina* genes related to host cell invasion and egress molecular processes

The mechanism of cell invasion of the *Babesia*-related apicomplexan parasites, including *Toxoplasma* and *Plasmodium*, involves initial pathogen attachment to molecules on the cell membrane of the target cell, followed by reorientation, leaving its apical pole facing the cell surface before the parasite actively penetrates the host cell. This active penetration mechanism utilizes an actin/myosin-based motor complex. Some specific structural characteristics of Apicomplexan parasites are related to their motility/migration and invasion/egress of host cells (Suarez et al., 2019). The parasites have an outer plasmatic membrane (PM) and an inner plasmatic complex (IMC), and the space between the two membranes forms the molecular complex (glideosome) that allows the parasite to move. Another important structure involved in the invading process of Apicomplexan parasites is an apical complex that includes several organelles such as rhoptries, micronemes and conoids. However, cell invasion by *Babesia* parasites does not involve conoids (Suarez et al., 2019).

### Gliding motility

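Invasion genes split by stage. Apical membrane antigen 1 (BBBOND_0109200, chromosome I, 2043847 to 2045634), the moving-junction protein of invasive merozoites, stood at 514 ± 89.7 CPM in blood-stages and 9.77 ± 1.37 CPM in kinetes (mean ± SD, n = 3 each). The transcript was 53.5-fold higher in blood-stages (log2 fold change -5.74, standard error 0.25, adjusted p = 3.7e-07). A papain-family protease (BBBOND_0102310, chromosome I, 519976 to 521247), a cysteine protease, stood at 72.8 ± 12.0 CPM in blood-stages and 2.24 ± 0.330 CPM in kinetes. Its level was 33.0-fold higher (log2 fold change -5.05, standard error 0.33, adjusted p = 1.1e-06). The inner membrane protein BBBOND_0310920 (chromosome III, 2689547 to 2691152), annotated after a bacterial transporter, was 3.46-fold higher (log2 -1.79) on 9 kinete counts, and loses its call under glmTreat. Of 39 invasion and egress genes, 20 were called higher in kinetes and 12 in blood-stages, also adjusted over the list alone. The study chose them, so the counts are not independent evidence. Kinete antigen counts in this group, 60 for apical membrane antigen 1 against 42313 in blood-stages, are above what a fixed share of blood-stage reads would leave.

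**Figure D5:**
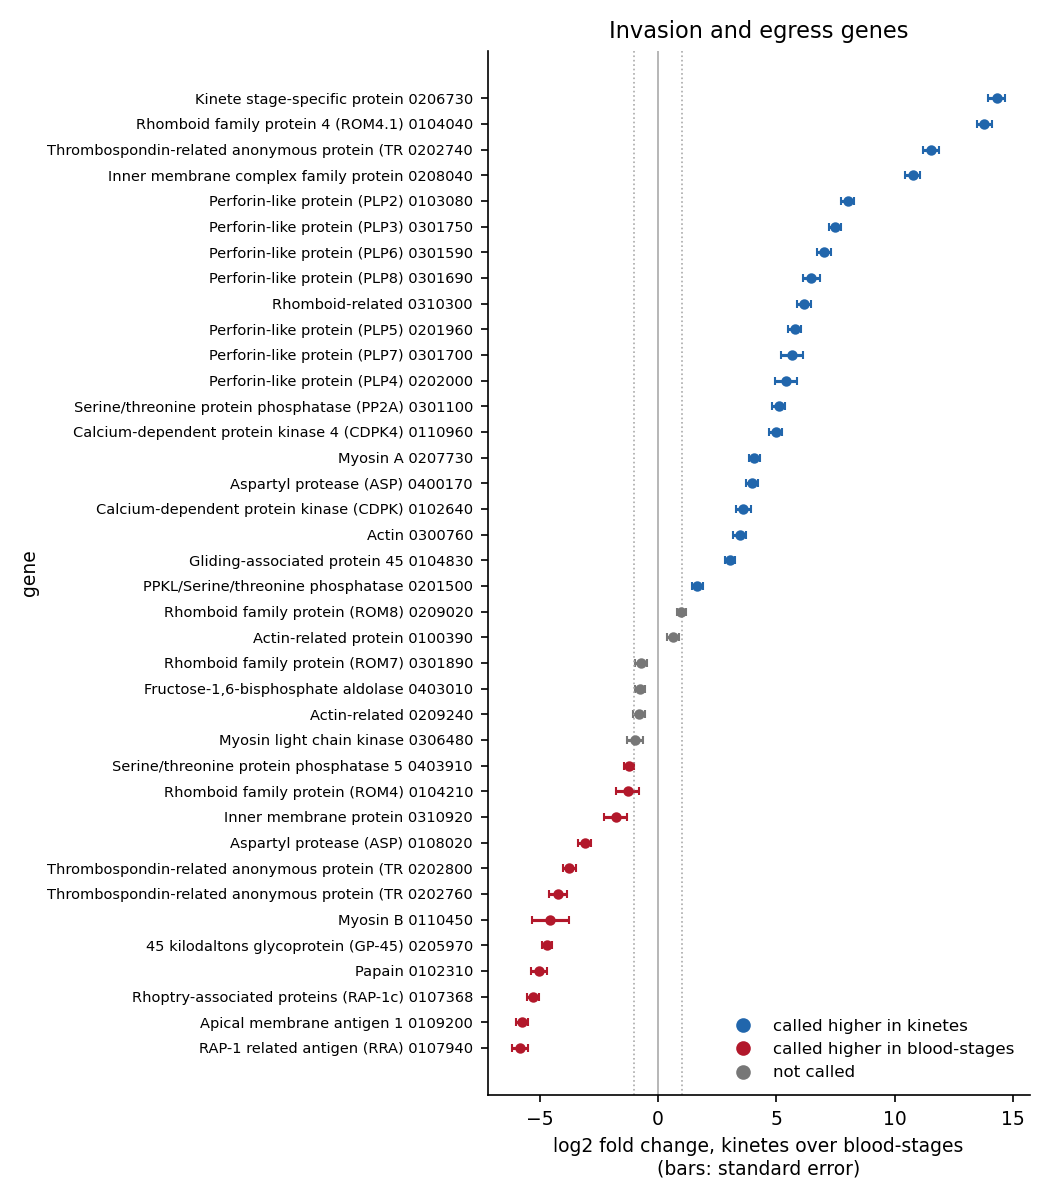
Log2 fold change, kinetes over blood-stages, of invasion and egress genes named in the text, with standard errors.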

*Babesia bigemina* kinete and blood-stage RNA-seq revealed 39 genes putatively related to the components of the molecular invasion/egress processes that were upregulated between 1.6- to 14,116.3-fold increase in kinetes and 1.7- to 56.7-fold change in blood-stages (**Table 8**). Of the components that make up the glideosome, actin, myosin A and gliding-associated protein 45 (GAP45) were upregulated in *B. bigemina* kinetes (**Table 8**). 

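Actin (BBBOND_0300760, chromosome III, 218684 to 219814), the filament of the gliding motor, stood at 33566 ± 7689 CPM in kinetes and 3066 ± 400.3 CPM in blood-stages (mean ± SD, n = 3 each). Its level was 10.9-fold higher in kinetes (log2 fold change 3.45, standard error 0.28, adjusted p = 1.1e-05). Myosin A (BBBOND_0207730, chromosome II, 1702321 to 1704928), the motor that pulls on it, stood at 8291 ± 989.8 CPM in kinetes and 497 ± 64.6 CPM in blood-stages. It was 16.7-fold higher (log2 fold change 4.06, standard error 0.24, adjusted p = 1.8e-06). GAP45 (BBBOND_0104830, chromosome I, 1091837 to 1092457), which tethers the motor under the plasma membrane, stood at 1706 ± 260.2 CPM in kinetes and 207 ± 29.7 CPM in blood-stages. The transcript was 8.24-fold higher (log2 fold change 3.04, standard error 0.23, adjusted p = 5.4e-06), and is uncalled at 0.93 under library totals. The actin-related genes did not follow. The actin-related protein BBBOND_0100390 (chromosome I, 103470 to 104904) had log2 0.64 (adjusted p = 0.0468), below the 2-fold threshold and reversed to -1.49 under library totals, and BBBOND_0209240 (chromosome II, 2079965 to 2081575), another actin-related gene, -0.81 (adjusted p = 0.0167), called under upper-quartile factors (-1.10) and library totals (-2.90).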

A previous *B. bovis* RNA-seq also found actin (BBOV_IV009790, and BBOV_I000300, with 16.6- and 12.6-fold increase in kinetes and BBOV_I004010, BBOV_IV003760, BBOV_IV005480, BBOV_III010900, with 2.2- to 3.7-fold increase in blood-stage), myosin A (BBOV_I003490, 9.8-fold) and GAP45 (BBOV_II005470, 2.3-fold increase) were increased (Ueti et al., 2021). *Babesia bigemina* actin, myosin A, and GAP45 have high identity with their *B. bovis* orthologs (63 to 98%) (**Table 8**). *Babesia bigemina* myosin B and myosin light chain (MLC) genes were found to be upregulated in blood-stages (**Table 8**), suggesting that the movement in *B. bigemina* could be governed by alternative myosin motors, similar to *B. divergens* and *P. falciparum* (Hernández et al., 2017; González et al., 2019). 

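Myosin B (BBBOND_0110450, chromosome I, 2313067 to 2317476), an unconventional myosin of the apical end in Plasmodium merozoites, stood at 19.2 ± 9.00 CPM in blood-stages and 0.996 ± 0.614 CPM in kinetes (mean ± SD, n = 3 each). It was 23.5-fold higher in blood-stages (log2 fold change -4.55, standard error 0.77, adjusted p = 2.0e-04), on 5 kinete counts. Its log2 value is -3.80 without kinete replicate 2. The gene in the study's list beside it carries a myosin light chain kinase domain (BBBOND_0306480, chromosome III, 1594587 to 1596482), a different product from the light chain, and stood at 53.5 ± 24.2 CPM in blood-stages and 27.5 ± 5.13 CPM in kinetes (log2 -0.97, adjusted p = 0.0346), below the 2-fold threshold. That kinase-domain gene is called higher in blood-stages under upper-quartile factors (-1.30), library totals (-3.12) and without blood-stage replicate 2 (-1.24).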

In the *B. bovis* RNA-seq, myosin B expression (BBOV_IV012030) was not significantly different between stages (Ueti et al., 2021).

**Table 8:** Genes related with invasion and egress processes in *B. bigemina* kinetes and blood-stages.

Gene ID	Up regulated	Annotation	Fold increase in *B. bigemina*	Gene ID (*B. bovis*)	Identity to *B. bovis* (protein)
BBBOND_0300760	Kinetes	Actin	10.94	BBOV_I000300	99%
BBBOND_0100390	Kinetes	Actin-related protein	1.55	BBOV_IV003760	58%
BBBOND_0209240	Blood-stages	Actin-related	1.75	BBOV_IV005480	59%
BBBOND_0207730	Kinetes	Myosin A	16.69	BBOV_I003490	82%
BBBOND_0306480	Blood-stages	Myosin light chain kinase	1.95	BBOV_III007480	55%
BBBOND_0110450	Blood-stages	Myosin B	23.23	BBOV_IV012030	68%
BBBOND_0104830	Kinetes	Gliding-associated protein 45	8.24	BBOV_II005470	63%
BBBOND_0102640	Kinetes	Calcium-dependent protein kinase (CDPK)	12.09	BBOV_II007640	54%
BBBOND_0110960	Kinetes	Calcium-dependent protein kinase 4 (CDPK4)	31.10	BBOV_IV003210	85%
BBBOND_0202740	Kinetes	Thrombospondin-related anonymous protein (TRAP1)	2,963.64	BBOV_II002650	61%
BBBOND_0202800	Blood-stages	Thrombospondin-related anonymous protein (TRAP)	13.49	BBOV_II002890 (TRAP2) BBOV_II002870 (TRAP4)	41% 29%
BBBOND_0202760	Blood-stages	Thrombospondin-related anonymous protein (TRAP3)	18.60	BBOV_II002630	38%
BBBOND_0301100	Kinetes	Serine/threonine protein phosphatase (PP2A)	34.33	BBOV_I000740	87%
BBBOND_0403910	Blood-stages	Serine/threonine protein phosphatase 5	2.33	BBOV_IV000160	78%
BBBOND_0201500	Kinetes	PPKL/Serine/threonine phosphatase	3.16	BBOV_II001630	81%
BBBOND_0104040	Kinetes	Rhomboid family protein 4 (ROM4.1)	14,116.33	BBOV_II006100	67%
BBBOND_0209020	Kinetes	Rhomboid family protein (ROM8)	2	BBOV_IV005790	60%
BBBOND_0301890	Blood-stages	Rhomboid family protein (ROM7)	1.65	BBOV_III000530	50%
BBBOND_0104210	Blood-stages	Rhomboid family protein (ROM4)	2.4	BBOV_II005940	41%
BBBOND_0310300	Kinetes	Rhomboid-related	71.73	no *B. bovi*s ortholog	N/A
BBBOND_0208040	Kinetes	Inner membrane complex family protein	1,731.23	BBOV_I003730	46%
BBBOND_0201960	Kinetes	Perforin-like protein (PLP5)	54.43	BBOV_II001970	48%
BBBOND_0103080	Kinetes	Perforin-like protein (PLP2)	257.99	BBOV_II007150	62%
BBBOND_0202000	Kinetes	Perforin-like protein (PLP4)	42.47	BBOV_II002020	47%
BBBOND_0301750	Kinetes	Perforin-like protein (PLP3)	177.80	no *B. bovis* ortholog	N/A
BBBOND_0301590	Kinetes	Perforin-like protein (PLP6)	129.25	BBOV_III000320	49%
BBBOND_0301700	Kinetes	Perforin-like protein (PLP7)	49.77	BBOV_III000412	48%
BBBOND_0301690	Kinetes	Perforin-like protein (PLP8)	88.42	BBOV_III000410	65%
BBBOND_0402480	Blood-stages	Perforin-like protein (PLP1)	1.65	BBOV_IV001370	58%
BBBOND_0400170	Kinetes	Aspartyl protease (ASP)	15.52	BBOV_IV007890	69%
BBBOND_0108020	Blood-stages	Aspartyl protease (ASP)	8.64	BBOV_IV010360	49%
BBBOND_0403010	Blood-stages	Fructose-1,6-bisphosphate aldolase	1.70	BBOV_IV000790	91%
BBBOND_0310920	Blood-stages	Inner membrane protein	3.45	no *B. bovi*s ortholog	N/A
BBBOND_0109200	Blood-stages	Apical membrane antigen 1	53.64	BBOV_IV011230	55%
BBBOND_0102310	Blood-stages	Papain	33.08	BBOV_III010070	49%
BBBOND_0107368	Blood-stages	Rhoptry-associated proteins (RAP-1c)	39	BBOV_IV009860 (RAP-1) BBOV_IV009870 (RAP-1)	31% 31%
BBBOND_0107940	Blood-stages	RAP-1 related antigen (RRA)	56.69	BBOV_IV010280	39%
BBBOND_0205970	Blood-stages	45 kilodaltons glycoprotein (GP-45)	25.7	no *B. bovis* ortholog	N/A
BBBOND_0206730	Kinetes	Kinete stage-specific protein	20,159.79	BBOV_I002220	25%

### Microneme

Host cell invasion/egress is largely regulated by the secretion of proteins from specialized organelles, such as micronemes. Many studies have identified the most common post-translational modification to be phosphorylation by protein kinases (PK) and protein phosphatases (PP). Calcium-dependent phosphorylation, driven by a unique family of calcium-dependent protein kinases (CDPKs), plays an essential role in regulation of the protein secretion and increase in the parasite’s cytosolic calcium concentration (Frénal and Soldati-Favre, 2013; Yang and Arrizabalaga, 2017). Calcium-dependent proteins are important for motility, cell invasion, and egress of Apicomplexa parasites (Chakraborty et al., 2017; Dubois and Soldati-Favre, 2019). In *B. bigemina* kinetes, CDPK4 and CDPK were upregulated (**Table 7**, **Table 8**). 

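Calcium-dependent protein kinase 4 (BBBOND_0110960, chromosome I, 2423253 to 2424770), a kinase that starts male gamete formation in Plasmodium, stood at 14059 ± 3144 CPM in kinetes and 452 ± 82.4 CPM in blood-stages (mean ± SD, n = 3 each). The transcript was 31.1-fold higher in kinetes (log2 fold change 4.96, standard error 0.27, adjusted p = 1.7e-06). The other calcium-dependent protein kinase (BBBOND_0102640, chromosome I, 588405 to 590186), of the same plant-like family, stood at 289 ± 128 CPM in kinetes and 23.8 ± 2.38 CPM in blood-stages. Its level was 12.1-fold higher (log2 fold change 3.60, standard error 0.32, adjusted p = 2.0e-05).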

In *B. bovis* kinetes, the expression of CDPK4 (BBOV_IV003210, 76-fold) and CDPK (BBOV_II007640, 3-fold) were also upregulated (Ueti et al., 2021). Protein phosphatases are characterized based on target amino acid: serine/threonine, tyrosine, or dual specificity (acting on the three residues) (Yang and Arrizabalaga, 2017). 

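The serine/threonine phosphatase BBBOND_0301100 (chromosome III, 287317 to 288484), an enzyme that removes phosphate from signalling proteins, stood at 3109.7 ± 1131 CPM in kinetes and 90.6 ± 2.75 CPM in blood-stages (mean ± SD, n = 3 each). Its level was 34.3-fold higher in kinetes (log2 fold change 5.10, standard error 0.28, adjusted p = 1.7e-06). Serine/threonine protein phosphatase 5 (BBBOND_0403910, chromosome IV, 863333 to 865522), of the family with a chaperone-binding domain, went the other way, at 127 ± 27.1 CPM in blood-stages and 54.3 ± 5.83 CPM in kinetes. It was 2.33-fold higher in blood-stages (log2 -1.22, adjusted p = 0.00129). Phosphatase 5 does not pass a fold of 2 by glmTreat.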

In *B. bigemina*, the targets of all three PP identified (PP, PP2A and PP2C) were serine/threonine (**Table 8**). In addition to cell motility, PP2A is also involved in other biological processes such as proliferation, apoptotic cell death, and cell cycle control (Lillo et al., 2014). In *B. bovis* kinetes, PP2C (BBOV_I000710, 7.7-fold) was upregulated (Ueti et al., 2021). In *B. bigemina* kinetes, a single PPKL serine/threonine phosphatase was found (**Table 8**), corroborating with Yang and Arrizabalaga (2017) who found that four apicomplexan parasites (*Cryptosporidium parvum*, *B. bovis*, *P. falciparum*, and *T. gondii*) have only one PPKL.

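The kelch-domain phosphatase PPKL (BBBOND_0201500, chromosome II, 391138 to 393893), a plant-like phosphatase that shapes ookinetes in Plasmodium, stood at 522 ± 81.4 CPM in kinetes and 165 ± 32.0 CPM in blood-stages (mean ± SD, n = 3 each). It was 3.16-fold higher in kinetes (log2 fold change 1.66, standard error 0.23, adjusted p = 2.4e-04). Under library totals PPKL reverses to -0.44 and is uncalled.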

### Perforin-like proteins

Perforins form pores in the PM of the invertebrate or mammalian host cells facilitating the parasite’s egress process or assisting in traversing epithelial barriers during tissue passage (Sassmannshausen et al., 2020). In a recent study, 38 members of the perforin-like protein (PLP) gene family were identified in *B. bovis*, *B. bigemina*, *B. ovata*, *B. divergens*, *B. microti* and *B. canis* (Paoletta et al., 2021). However, unlike the data reported by Paoletta et al. (2021), during the *B. bovis* genome re-annotation process, it was established that gene BBOV_III000410 was split in two (BBOV_III000410 and BBOV_III000412), totaling seven PLPs identified in *B. bovis* (Ueti et al., 2021). Also, by bioinformatics tools, 60% of the *Babesia* PLP gene family have a signal peptide, suggesting that these proteins are secreted or reside in the lumen of the organelles (Paoletta et al., 2021). 

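Perforin-like proteins PLP2 to PLP8, of a family that opens membranes during egress and cell traversal in related parasites, rose together in kinetes. PLP2 (BBBOND_0103080, chromosome I, 690700 to 694320) stood at 558 ± 59.8 CPM in kinetes and 2.16 ± 0.679 CPM in blood-stages (mean ± SD, n = 3 each). The transcript was 258-fold higher (log2 fold change 8.01, standard error 0.27, adjusted p = 1.8e-07). PLP3 (BBBOND_0301750, chromosome III, 422647 to 424130) stood at 201 ± 37.5 CPM in kinetes and 1.12 ± 0.251 CPM in blood-stages, 178-fold (log2 fold change 7.47, standard error 0.25, adjusted p = 1.5e-07). PLP6 (BBBOND_0301590, 129-fold), PLP8 (BBBOND_0301690, 88.4-fold) and PLP5 (BBBOND_0201960, 54.4-fold) followed. PLP7 (BBBOND_0301700, 49.7-fold, log2 5.64, 6.29 without blood-stage replicate 2) and PLP4 (BBBOND_0202000, 42.4-fold, log2 5.41, 6.28 without that replicate) had more blood-stage counts in replicate 2. PLP3, PLP6, PLP7 and PLP8 lie between 391016 and 424130 on chromosome III.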

In *B. bigemina* RNA-seq, all PLPs2-8 genes were differentially upregulated in kinetes, with a 42- to 258-fold increase, and only PLP1 in *B. bigemina* blood-stages with a 1.65-fold increase (**Table 8**). As previously described, PLPs were upregulated in *B. bovis* kinetes with 10 to 870-fold increase, and only one PLP in blood-stages with 62-fold increase (Ueti et al., 2021). In addition, four more genes containing membrane attack complex/perforin (MACPF) domains (BBOV_II006750, BBOV_III000412, BBOV_III000414 with 17 to 654-fold increase) were identified in *B. bovis* kinetes (Ueti et al., 2021).

### Bridging proteins

For binding of the actin-myosin motor to occur, bridging proteins are required. Two bridging proteins have been identified in Apicomplexa (Boucher and Bosch, 2015). Both bridging proteins were found in *B. bigemina* fructose-1,6-bisphosphate aldolase, and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (BBBOND_0403010 and BBBOND_0202520) (**Table 8**). However, the change of GAPDH expression was not significant between blood-stages and kinetes. 

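Fructose-1,6-bisphosphate aldolase (BBBOND_0403010, chromosome IV, 664045 to 665127), a glycolytic enzyme that also binds actin, stood at 522 ± 64.1 CPM in blood-stages and 307 ± 55.8 CPM in kinetes (mean ± SD, n = 3 each; log2 fold change -0.77, standard error 0.22, adjusted p = 0.0151), below the 2-fold threshold. Aldolase is called higher in blood-stages under upper-quartile factors (log2 -1.04) and library totals (-2.81).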

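GAPDH (BBBOND_0202520, chromosome II, 614454 to 615467), the glycolytic dehydrogenase, stood at 984 ± 39.8 CPM in blood-stages and 1063 ± 139 CPM in kinetes (mean ± SD, n = 3 each; log2 fold change 0.11, standard error 0.21, adjusted p = 0.670). GAPDH is uncalled in every fit but that under library totals, where it reverses to -1.95 and a blood-stage call.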

In *B. bovis*, the expression of orthologous aldolase BBOV_IV000790 was not significant in kinetes or blood-stages, and GAPDH BBOV_II002540 had a 3.7-fold increase in blood-stages (Ueti et al., 2021).

### Thrombospondin-related anonymous proteins

A previously study demonstrated that TRAP proteins were associated with parasite invasion (Gaffar et al., 2004). In *B. bigemina*, we identified three TRAP genes. TRAP1 was overexpressed in kinetes whereas two TRAPs were upregulated in *B. bigemina* blood-stages (**Table 8**). 

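TRAP1, an adhesin with a thrombospondin domain, stood at 187393 ± 54478 CPM in kinetes and 63.2 ± 8.22 CPM in blood-stages (mean ± SD, n = 3 each). Its level was 2964-fold higher in kinetes (log2 fold change 11.53, standard error 0.33, adjusted p = 2.2e-07). The other two TRAP genes went the opposite way from nearby positions on chromosome II. BBBOND_0202800 (665182 to 668475) stood at 357 ± 55.0 CPM in blood-stages and 26.4 ± 8.62 CPM in kinetes. The transcript was 13.5-fold higher in blood-stages (log2 fold change -3.75, standard error 0.27, adjusted p = 5.1e-06). BBBOND_0202760 (656737 to 660693) stood at 316 ± 29.4 CPM in blood-stages and 17.5 ± 11.9 CPM in kinetes. Its level was 18.7-fold higher (log2 -4.23, -4.84 without kinete replicate 3).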

In *B. bovis*, a TRAP-family protein was found on the apical side of merozoites (blood-stage) and is involved in host cell invasion (Gaffar et al., 2004). In a previous *B. bovis* RNA-seq, TRAP1 (BBOV_II002650) was also found to be upregulated in kinetes with 1,750-fold increase, while in blood-stages, TRAP2 (BBOV_II002890), TRAP3 (BBOV_II002630), and TRAP4 (BBOV_II002870) by 11-, 4- and 1.5-fold change, respectively (Ueti et al., 2021). A previous study demonstrated that TRAP1 protein was expressed only by *B. bovis* kinetes. In contrast, TRAP2, 3, and 4 proteins were expressed on the surface of *B. bovis* blood and sexual stages (Masterson et al., 2022).

### Aspartyl protease 3

The secretory protein aspartyl protease 3 (ASP3) is associated with the rhoptry discharge during invasion of *T. gondii* and with the lysis of the host cell membrane during egress (Dogga et al., 2017). An anti-malarial compound (49c) based on a hydroxyethylamine scaffold interrupts the lytic cycle of *T. gondii* tachyzoites by targeting ASP3, and blocks invasion, egress and rhoptry discharge (Dogga et al., 2017). 

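The aspartyl protease BBBOND_0400170 (chromosome IV, 74850 to 76613), of a family that matures secreted proteins, stood at 5866 ± 1562 CPM in kinetes and 378 ± 20.5 CPM in blood-stages (mean ± SD, n = 3 each). It was 15.5-fold higher in kinetes (log2 fold change 3.96, standard error 0.25, adjusted p = 3.1e-06). The aspartyl protease BBBOND_0108020 (chromosome I, 1789509 to 1791214) stood at 74.9 ± 13.3 CPM in blood-stages and 8.87 ± 3.10 CPM in kinetes. It was 8.63-fold higher in blood-stages (log2 fold change -3.11, standard error 0.29, adjusted p = 1.7e-05).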

In *B. bigemina*, two ASPs were differentially upregulated in kinetes and blood-stages (**Table 8**). In *B. bovis* RNA-seq, ASPs (BBOV_IV007890, 35-fold and BBOV_IV009660, 9.8-fold) were found in kinetes, and in blood-stages (BBOV_IV010360, 21.8-fold and BBOV_III003510, 2.6-fold).

### ROM proteases

ROM proteases contribute to processing of adhesins involved in attachment, invasion, intracellular replication, phagocytosis, and immune evasion, placing them at the vertex of host–parasite interactions (Sibley, 2013). ROM may be involved in releasing the parasite into the parasitophorous vacuole and RBC invasion by *Babesia* (Li et al., 2012; Suarez et al., 2019). In *B. bovis*, the parasitophorous membrane dissolves in a few minutes after merozoite invasion into the RBC (Asada et al., 2012). In *P. falciparum*, ROM4 function is related to cleavage of the adhesins of the cell surface during the invasion of RBC (O’Donnell et al., 2006). *Babesia bigemina* and *B. bovis* have three to five ROM4, and one ROM6, ROM7 and ROM8 (Gallenti et al., 2021; Gallenti et al., 2022). In *B. bigemina* RNA-seq, kinetes and blood-stages expressed genes encoding ROM proteases (**Table 8**). In addition, ROM6 (BBBOND_0208010) was also found in the RNA-seq of *B. bigemina*, however, it was not significant in the groups analyzed. 

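ROM4.1 (BBBOND_0104040, chromosome I, 915371 to 917348), a rhomboid protease that sheds surface adhesins in related parasites, stood at 70659 ± 21977 CPM in kinetes and 5.00 ± 0.144 CPM in blood-stages (mean ± SD, n = 3 each). The transcript was 14117-fold higher in kinetes (log2 fold change 13.79, standard error 0.31, adjusted p = 1.2e-07). The rhomboid-related gene BBBOND_0310300 (chromosome III, 2561463 to 2563316), an intramembrane protease, stood at 5517 ± 1494 CPM in kinetes and 76.9 ± 20.8 CPM in blood-stages. The transcript was 71.7-fold higher (log2 fold change 6.16, standard error 0.29, adjusted p = 1.1e-06). ROM8 (BBBOND_0209020, chromosome II, 2035023 to 2036688), of the same protease family, stood at 165 ± 21.6 CPM in kinetes and 82.9 ± 11.2 CPM in blood-stages, log2 0.99 (adjusted p = 0.00277), below the threshold of 1. ROM8 is called higher in kinetes with RLE factors (1.09), by DESeq2 (1.09) and without blood-stage replicate 3 (1.1), kinete replicate 1 (1.15) or 2 (1.04), and reverses to -1.13 under library totals. In blood-stages the ROM4 gene BBBOND_0104210 (chromosome I, 947302 to 949667) stood at 41.0 ± 29.2 CPM in blood-stages on 3300 and 106 counts in all, 2.45-fold higher (log2 -1.29, adjusted p = 0.0469). Its preparations overlap between stages, and the call is lost with RLE factors, under glmTreat, with a replicate block (log2 -0.996), without blood-stage replicate 3 (-0.56) and without any kinete replicate, with adjusted p from 1.2e-04 to 0.288 over the alternatives. ROM7 (BBBOND_0301890, chromosome III, 461638 to 463071) had log2 -0.73 (adjusted p = 0.0244), below the threshold, and is called under upper-quartile factors (-1.03) and library totals (-2.81).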

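ROM6 (BBBOND_0208010, chromosome II, 1789453 to 1790952), a rhomboid of the mitochondrial type in other apicomplexans, stood at 6.38 ± 0.866 CPM in blood-stages and 4.45 ± 2.59 CPM in kinetes (mean ± SD, n = 3 each; log2 fold change -0.53, standard error 0.42, adjusted p = 0.292). Only 28 kinete counts support the ROM6 value, and library totals call it higher in blood-stages (-2.56).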

In *B. bovis* RNA-seq, all ROM4 proteins were found in blood-stages (BBOV_II005940 [ROM4.4], BBOV_II005930 [ROM4.3], and BBOV_II005950 [ROM4.5], 150-, 14- and 6-fold change) and in kinetes (BBOV_II006100 [ROM4.1] and BBOV_II006070 [ROM4.2], 13,286.23 and 3,000-fold). In addition, ROM6 (BBOV_I003700, 1.54-fold in kinetes), ROM7 (BBOV_III000530, 2.67-fold in blood-stages) and ROM8 (BBOV_IV005790, 1.5-fold in blood-stages) were also upregulated (Ueti et al., 2021).

### Rhoptry-associated proteins

Rhoptry-associated proteins are conserved in several species of *Babesia*, play an important functional role in parasite invasion and have been studied as a component in a vaccine against bovine babesiosis (Brown and Palmer, 1999). Monoclonal antibodies against *B. bigemina* and *B. bovis* RAP-1 inhibit parasite invasion (Figueroa and Buening, 1991; McElwain et al., 1991; Mosqueda et al., 2002). 

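RAP-1c (BBBOND_0107368, chromosome I, 1633799 to 1635331), a rhoptry protein released during erythrocyte invasion, stood at 368 ± 57.5 CPM in blood-stages and 9.66 ± 2.53 CPM in kinetes (mean ± SD, n = 3 each). Its level was 39.0-fold higher in blood-stages (log2 fold change -5.29, standard error 0.27, adjusted p = 6.8e-07). RAP-1c kept 58 kinete counts, 0.189% of its 30648 blood-stage counts, above the 0.0486% of the most blood-specific abundant genes.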

Like *B. bovis* (BBOV_IV009870 and BBOV_IV009860, with 122- and 35-fold increase, respectively), *B. bigemina* RAP-1 has been observed in blood-stages parasites (**Table 8**). In fact, there are important differences in the structure and organization of RAP-1 genes among these two parasites. While *B. bovis* only contains two identical RAP-1 genes, *B. bigemina* contains genes encoding for four distinct RAP-1a genes, five identical RAP-1b genes and a single copy RAP-1c gene (Suarez et al., 2003). Previous expression analysis performed on cultured blood-stages of the parasites revealed that only RAP-1a genes express RAP1a proteins, but the RAP-1b and RAP-1c genes generate low levels of transcripts, with no significant amounts of detectable proteins (Suarez et al., 2003). 

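RRA (BBBOND_0107940, chromosome I, 1769555 to 1770616), a rhoptry antigen related to RAP-1, stood at 107 ± 5.44 CPM in blood-stages and 1.94 ± 0.756 CPM in kinetes (mean ± SD, n = 3 each). RRA is the only gene found by a search of the descriptions for rhoptry or RAP-1. It was 56.6-fold higher in blood-stages (log2 fold change -5.82, standard error 0.34, adjusted p = 4.9e-07). RRA rests on 12 kinete counts, a share of 0.135% of its blood-stage counts.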

A RAP-1 related antigen (RRA) gene contributes to erythrocyte invasion and/or egression by *B. bovis*, and overall, to the survival of the parasite during infection (Suarez et al., 2011) and was found in *B. bigemina* (**Table 8**) and in *B. bovis* blood-stages (BBOV_IV010280, 18-fold increase) (Ueti et al., 2021).

### Glycoprotein 45

The 45 kilodaltons glycoprotein (GP-45) is exposed on the surface of the *B. bigemina* merozoite, is highly immunogenic and it is believed to play a role in the invasion of erythrocytes (Mercado-Uriostegui et al., 2022). Nucleotide and amino acids sequences of GP-45 of 14 field isolates and strains revealed high percentage of similarity. In addition, sera from cattle naturally infected with *B. bigemina* contain antibodies that bind to specific peptides of GP-45 (Mercado-Uriostegui et al., 2022). 

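GP-45 (BBBOND_0205970, chromosome II, 1344481 to 1345416), a glycoprotein of the merozoite surface, stood at 2350.2 ± 169 CPM in blood-stages and 91.6 ± 14.0 CPM in kinetes (mean ± SD, n = 3 each). The transcript was 25.7-fold higher in blood-stages (log2 fold change -4.68, standard error 0.22, adjusted p = 6.5e-07). Its kinete counts, 563 over 3 libraries, are 0.288% of its blood-stage counts, the largest share of the 4 merozoite antigens examined.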

In blood-stages of *B. bigemina*, the gene corresponding to GP-45 was upregulated (**Table 8**). *Babesia bigemina* GP-45 appears to be present as a single-copy gene (Fisher et al., 2001). In addition, GP-45 lacks introns and, unlike the tandem arrangement of *B. bovis* MSA-2 genes, GP45 is flanked by unrelated ORFs, similar to *B. bovis* MSA-1 (Suarez et al., 2000; Fisher et al., 2001). In *B. bovis*, all variable MSA (MSA1, MSA-2a1, MSA-2a2, MSA-2b and MSA-2c, with 86- to 170-fold) were found in blood-stages (Ueti et al., 2021).

### Kinete-specific protein

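KSP stood at 207581 ± 53542 CPM in kinetes and 10.3 ± 3.17 CPM in blood-stages (mean ± SD, n = 3 each). Its level was 20159-fold higher in kinetes (log2 fold change 14.30, standard error 0.36, adjusted p = 1.6e-07), and its kinete mean was the highest of all 3722 genes. KSP also left 835 counts in the blood-stage libraries, against 1294755 in kinetes, 0.0645%, above the lowest such share, 0.0236%, among abundant kinete genes.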

The KSP gene that has been implicated to be important in transovarial transmission (Johnson et al., 2017; Bohaliga et al., 2019) was highly transcribed and specifically expressed in *B. bigemina* kinetes (**Table 2**, **Table 8**). This gene is homologous to the *B. bovis* KSP protein, sharing 25% amino acid identity. The fold change of both *B. bigemina* and *B. bovis* KSPs was similar (**Table 2**). In the *B. bovis* genome, a GPI anchorage site was identified in KSP, suggesting that the protein may be anchored on the parasite’s surface, and may play a role in invading tick ovary epithelial cells (Rodriguez et al., 2014; Johnson et al., 2017). So far, it is not known if other protozoan parasites share this protein (Johnson et al., 2017; Bohaliga et al., 2019). In fact, this gene does not appear in *Theileria* spp. or *B. microti* (**Supplementary Table 3**), perhaps because these parasites are not transovarially transmitted to the tick’s offspring (Jalovecka et al., 2018).

### Genes upregulated by members of *Babesia sensu stricto* not found in *Theileria* spp. and *Babesia microti*

*Babesia sensu stricto*, such as *B. bigemina* and *B. bovis*, refers to protozoan parasites that are transovarially transmitted by the tick vectors. In contrast, *Babesia sensu lato*, such as *B. microti*, or *Theileria* are not transovarially transmitted by the vector (Schreeg et al., 2016; Jalovecka et al., 2018; Jalovecka et al., 2019). Discovering key molecules involved in *Babesia sensu stricto* transmission may lead to the development of interfering strategies to block the biological transmission of these parasites (Suarez et al., 2019). To identify genes unique to *Babesia sensu stricto* that are potentially involved in vertical transmission, all 906 genes upregulated in kinetes of *B. bigemina* were compared by BLASTp with *B. bovis*, *Theileria* spp. and *B. microti* genomes available in NCBI dataset. 

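Beyond KSP, genes of this group include abundant unknown ones. The gene BBBOND_0203830 (chromosome II, 878565 to 879332), of unknown function, stood at 12361 ± 2963 CPM in kinetes and 21.4 ± 7.76 CPM in blood-stages (mean ± SD, n = 3 each; log2 fold change 9.17, standard error 0.33, adjusted p = 4.8e-07). The unknown gene BBBOND_0108780 (chromosome I, 1956072 to 1956596) stood at 9623 ± 2326 CPM in kinetes and 0.543 ± 0.0481 CPM in blood-stages (log2 14.09), BBBOND_0303410 (chromosome III, 834711 to 835147) at 5864 ± 1888 CPM in kinetes and 36.5 ± 2.28 CPM in blood-stages (log2 7.33), and BBBOND_0310060 (chromosome III, 2508053 to 2508814), at 1967 ± 489.7 CPM, was 893-fold higher. Membrane proteins in the list were BBBOND_0103640 (log2 10.24), BBBOND_0302970 (6.03), BBBOND_0306630 (5.99) and BBBOND_0311180 (3.56). All 44 genes were called higher in kinetes, also adjusted over the list alone, with a median log2 of 4.25. The list was drawn from the kinete calls, so the count is not independent evidence. The mildest, BBBOND_0206940 (chromosome II, 1537471 to 1538472), had log2 1.03 (adjusted p = 0.00507), loses its call under upper-quartile factors (0.72), glmTreat and without blood-stage replicate 2 (0.86), and reverses to -1.06 and a blood-stage call under library totals.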

Of the genes upregulated in *B. bigemina* and *B. bovis* kinetes, 44 were not found in *Theileria* spp. and *B. microti* genomes (**Supplementary Table 3**). The genes listed in **Supplementary Table 3** include KSP, membrane proteins, and proteins of unknown function. Some of these genes may encode proteins that have a function in kinete invasion into ovaries and transovarial transmission.

### Validation of transcription levels by qPCR

To validate the RNA seq, four genes from kinete (TRAP1, ROM4, Der-1, and KSP) and four blood-stage genes (SBP4, CCp2, PFruc, and Ribok) were selected based on their magnitude of transcription. 

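Spherical body protein 4 (BBBOND_0209400, chromosome II, 2115320 to 2116153), a protein the parasite exports into the erythrocyte, stood at 1897 ± 552 CPM in blood-stages and 349 ± 97.8 CPM in kinetes (mean ± SD, n = 3 each). It was 5.43-fold higher in blood-stages (log2 fold change -2.44, standard error 0.29, adjusted p = 1.1e-04). Both spherical body proteins named in the descriptions were higher in blood-stages, with a median log2 of -3.74. The ribokinase-like gene BBBOND_0100530 (chromosome I, 130895 to 131998), of a sugar-kinase family, stood at 2392 ± 556 CPM in blood-stages and 149 ± 46.5 CPM in kinetes. Its level was 16.1-fold higher (log2 fold change -4.01, standard error 0.29, adjusted p = 6.5e-06). By RNA-seq the reference gene for mitogen-activated protein kinase (BBBOND_0209200, chromosome II, 2070784 to 2072586), a signalling kinase, had log2 0.39 (standard error 0.29, adjusted p = 0.271), reversed to -1.63 and a blood-stage call under library totals. Proteasome A (BBBOND_0104190, chromosome I, 944042 to 944836), a proteolytic core subunit, had log2 0.57 (standard error 0.20, adjusted p = 0.0355), below the 2-fold threshold, and reversed to -1.50 under library totals. Of the 8 genes selected for PCR, 4 were called higher in each stage, also adjusted over the list alone, which is not independent evidence because they were chosen by their level in these data. The PCR values are not among the deposited files.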

The similar profile of two reference genes (MAPK and ProtA) demonstrated a consistent pattern of the differential gene expression between kinete and blood-stage parasites (**Supplementary Figure 2**).

## Conclusion

Omic studies that include cattle *Babesia* focus on analyzing genes of *Babesia* strains with distinct virulence, or between free merozoites *versus* intraerythrocytic stages (Pedroni et al., 2013; González et al., 2019). In contrast, our study compared genes differentially expressed by two different stages of the developmental cycle of *B. bigemina*: kinetes in the tick vector and blood-stages in bovine RBC. This approach revealed potential essential genes involved in parasite development within the tick and mammalian hosts.

Knowledge and understanding of the changes in gene expression patterns that occur as a result of mammalian-tick transitions is crucial for identifying candidates for development of efficient control strategies for bovine babesiosis. The results herein revealed important genetic markers to develop strategies to control the spread of bovine babesiosis caused by *B. bigemina* and *B. bovis*. Specifically, genes identified herein that are upregulated in both *B. bigemina* and *B. bovis* kinete could be used to determine critical genes or proteins to prevent tick infection and, consequently disrupt the transmission of the pathogen *via* tick vectors.

In this study, we provided a robust panel of expressed genes for *B. bigemina* by two distinct developmental stages and revealed potential markers of transovarial transmission. However, this study is based on differential expression gene analysis, and proteomic and functional studies will also be needed to strengthen our understanding of the biology of these parasites. We propose that the results generated in this study can serve as a basis for other research associated with the improvement of diagnostics, drugs, and effective vaccine development against bovine babesiosis.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of the University of Idaho, Moscow, ID, USA.

## Author contributions

MU and WJ conceived and supervised the project. JC-P drafted manuscript. JC-P, WJ, LK, and NT prepared figures and tables. KR, WJ and MU performed the experiments. JC-P, PS, WJ, LK, and MU analyzed the data. WJ, LK, CS, PS, HM, NT, KB and MU wrote and edited the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Comparison of high throughput RNA sequences between Babesia bigemina and Babesia bovis revealed consistent differential gene expression that is required for the Babesia life cycle in the vertebrate and invertebrate hosts
**Source:** Front Cell Infect Microbiol. 2022 Dec 19;12:1093338. doi: 10.3389/fcimb.2022.1093338
**Supplement:** Supplementary file 2

Supplementary Figure 1: RT-PCR spanning two *B. bigemina* GCC2/GCC3 gene models.

8310	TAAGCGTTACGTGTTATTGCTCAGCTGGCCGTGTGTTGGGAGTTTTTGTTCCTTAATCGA	60
PCR	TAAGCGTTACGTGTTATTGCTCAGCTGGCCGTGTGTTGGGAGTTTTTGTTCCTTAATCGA	60
8320	-----	0
BBBOND	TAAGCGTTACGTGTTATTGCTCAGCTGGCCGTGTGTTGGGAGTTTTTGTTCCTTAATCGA	60
8310	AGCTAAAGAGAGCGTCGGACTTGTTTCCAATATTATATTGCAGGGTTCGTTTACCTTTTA	120
PCR	AGCTAAAGAGAGCATCGGACTTGTTTC-----	87
8320	-----	0
BBBOND	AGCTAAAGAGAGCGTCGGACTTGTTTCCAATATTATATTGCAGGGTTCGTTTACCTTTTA	120
8310	G-----	121
PCR	-----	87
8320	-----	0
BBBOND	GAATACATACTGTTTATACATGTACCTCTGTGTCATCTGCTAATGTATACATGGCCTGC	180
8310	-----	121
PCR	-----	87
8320	-----	0
BBBOND	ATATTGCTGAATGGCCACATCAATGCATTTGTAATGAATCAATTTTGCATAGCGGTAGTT	240
8310	-----	121
PCR	-----CAATATTATATTGCAGGGCCAGTG	112
8320	-----	0
BBBOND	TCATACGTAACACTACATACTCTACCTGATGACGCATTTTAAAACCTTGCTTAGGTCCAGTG	300
8310	-----	121
PCR	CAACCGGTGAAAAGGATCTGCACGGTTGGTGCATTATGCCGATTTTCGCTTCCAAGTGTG	172
8320	-----	0
BBBOND	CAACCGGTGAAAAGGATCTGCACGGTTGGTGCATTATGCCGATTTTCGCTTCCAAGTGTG	360
8310	-----	121
PCR	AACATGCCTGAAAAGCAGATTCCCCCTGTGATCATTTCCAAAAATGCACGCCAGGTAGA	232
8320	---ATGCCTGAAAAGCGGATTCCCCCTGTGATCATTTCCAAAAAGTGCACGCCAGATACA	57
BBBOND	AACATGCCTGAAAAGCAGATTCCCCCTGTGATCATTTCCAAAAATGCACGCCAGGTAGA	420

Sequences encoding GCC2/GCC3 domain containing proteins of *B. bigemina* was obtained by conventional PCR using forward primer from sequence BBBOND_0208310 (5'GCGATGACGGAAGTCAGAAT3') and reverse primer from BBBOND_0208320 (5'ATCCGTATGTTCCACGAAGG3'). PCR were conducted in a 20 µL reaction volume using 10 µL of JumpStart RedTaq Mix (Sigma Aldrich, USA), 1 µL of each primer ([10 µM]), 7 µL of nuclease free water and 1 µL of *B. bigemina* kinete cDNA as template. The cDNA was prepared using SuperScript III™ cDNA Synthesis kit (ThermoFisher Scientific, USA) according to the manufacturer's instructions. The PCR conditions were: 95 °C for 3 min followed by 35 cycles of 95 °C for 30 sec, 60 °C for 30 sec, 72 °C for 30 sec and a final elongation step of 72 °C for 5 min. The PCR product was treated by ExoSAP-IT Express reagent (Affymetrix, USB, USA) according to the manufacturer's instructions and sequenced in both directions.

# Supplementary material for: Comparison of high throughput RNA sequences between Babesia bigemina and Babesia bovis revealed consistent differential gene expression that is required for the Babesia life cycle in the vertebrate and invertebrate hosts
**Source:** Front Cell Infect Microbiol. 2022 Dec 19;12:1093338. doi: 10.3389/fcimb.2022.1093338

Supplementary Figure 2: Replicate samples generated from a bovine infected with *B. bigemina* and kinetes were used to validate the RNA-seq by quantitative PCR. Normalization was performed using two housekeeping genes A) MAPK and B) ProtA. Red bars indicate *B. bigemina* blood-stages and blue bars indicate kinetes.

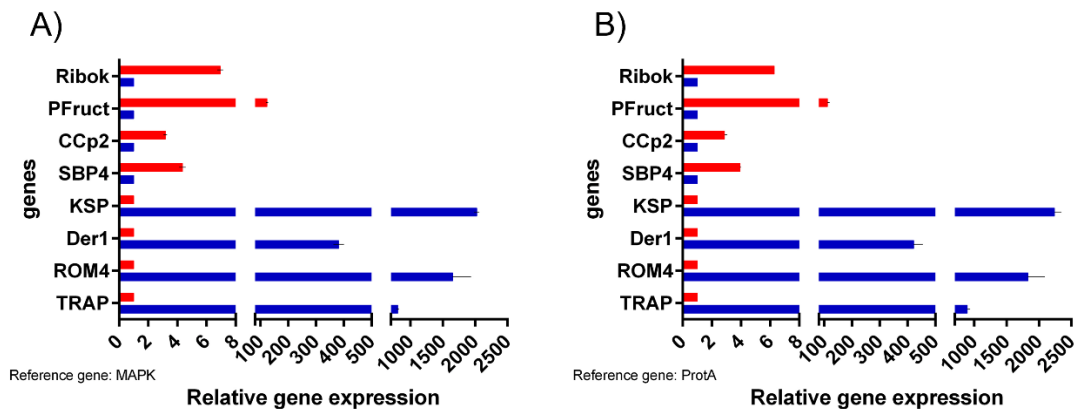

**Supplement:** Supplementary file 3

# Supplementary material for: Comparison of high throughput RNA sequences between Babesia bigemina and Babesia bovis revealed consistent differential gene expression that is required for the Babesia life cycle in the vertebrate and invertebrate hosts
**Source:** Front Cell Infect Microbiol. 2022 Dec 19;12:1093338. doi: 10.3389/fcimb.2022.1093338
**Supplement:** Supplementary file 4

Supplementary Table 1: Primers used in this study for validation of RNA-seq by quantitative PCR.

| **Gene** | **Name** | **Primer-Fw (5'-3')** | **Primer-Rv (5'-3')** | **Amplicon (bp)** |
| --- | --- | --- | --- | --- |
| BBBOND_0202740 | Thrombospondin-related anonymous protein (TRAP) | GAGGAAAGGCTGAAGCAAGA | AGTTGTCGCTCCCTCTTCAT | **108** |
| **BBBOND_0104040** | **rhomboid 4 (Rom4)** | CGAAGGAGATGAGGGGTAAA | **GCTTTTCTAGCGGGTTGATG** | **108** |
| BBBOND_0403740 | Der1-like family (Der1) | TGGCCTTGTCGAGTATTTCC | CTCGCCACGTTTCACTCTTT | **101** |
| BBBOND_0206730 | kinete stage-specific protein (KSP) | GCTGATGGCACCAAAGAGTT | CGAACGCATCCTTAACCATC | **109** |
| BBBOND_0209400 | spherical body protein 4 (SBP4) | ACGACGTCAACGACAACAAG | TTGTCGGAGTAGAAGCACGA | **100** |
| BBBOND_0203950 | LCCL domain-containing protein (CCp2) | ACAACAAGTGCAACGCTGAG | TTGACCACGAACTCCACCTT | **109** |
| BBBOND_0100430 | Probable fructokinase (PFruct) | GCTATCGGCTTGTACGTGAA | TCTCCAATGCTGGAGAAAGC | **104** |
| BBBOND_0100530 | Ribokinase - like superfamily protein (Ribok) | TCGACACTAAGACCCCTACTGA | GTCGGCCAAATCATCCTTAC | **110** |
| BBBOND_0209200 | Mitogen-activated protein kinase (MAPK) | ACTTCCAGCGCAAGAAGATG | TCGCGGAGGTGTAGTTTTCT | **117** |
| BBBOND_0104190 | Proteosome A (ProtA) | GGATACATCACGGCGTTTCT | AGCTGTTGTCGAGGTCGATT | **112** |

# Supplementary material for: Comparison of high throughput RNA sequences between Babesia bigemina and Babesia bovis revealed consistent differential gene expression that is required for the Babesia life cycle in the vertebrate and invertebrate hosts
**Source:** Front Cell Infect Microbiol. 2022 Dec 19;12:1093338. doi: 10.3389/fcimb.2022.1093338
**Supplement:** Supplementary file 5

Supplementary Table 2: Sequence mapping depth and quality of *B. bigemina* RNA from calf infected blood and tick hemolymph.

| **Sample** | **Mapped (Million reads)** | **Mapped paired (Million reads)** | **Fragment length mean (bp)** | **rRNA rate** |
| --- | --- | --- | --- | --- |
| Calf 1 | **27447279** | **10074143** | **125** | **.087** |
| Calf 2 | **38789110** | **14189666** | **126** | **.080** |
| Calf 3 | **26081321** | **9532935** | **124** | **.096** |
| Tick 1 | **5233803** | **1755170** | **126** | **.024** |
| Tick 2 | **14289691** | **4726417** | **127** | **.020** |
| Tick 3 | **7646465** | **2509335** | **125** | **.015** |

Approximately 60 million total reads per sample were obtained.

# Supplementary material for: Comparison of high throughput RNA sequences between Babesia bigemina and Babesia bovis revealed consistent differential gene expression that is required for the Babesia life cycle in the vertebrate and invertebrate hosts
**Source:** Front Cell Infect Microbiol. 2022 Dec 19;12:1093338. doi: 10.3389/fcimb.2022.1093338
**Supplement:** Supplementary file 6

Supplementary Table 3: Protein databases search by species *B. bovis*, *Theileria* spp., and *B. microti* using a *B. bigemina* RNAseq kinetes protein query, by Blastp platform. *B. bigemina* proteins found in *B. bovis*, but with no corresponding genes in *Theileria* spp. and *B. microti*, are detailed.

| **GeneID** | ***B. bigemina***  **Annotation** | **Fold increase in *B. bigemina* kinetes** | **Comments** | ***B. bovis* (T2Bo)**  **Annotation** | **Query Cover (%)/ Identity to *B. bovis* (protein)(%)** | **E value** | | **Blastp #** | **Fold increase in *B. bovis* kinetes** | ***Theileria* spp.** | ***B. microti*** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BBBOND_0206730 | Kinete Specific protein | 20159.79 | Location: chromosome II  612 aa protein | Protein of unknown function  BBOV_I002220 | 96/22.89 | 6.00E-40 | | XP_001608872.1 | 19316.40 | N.D. | N.D. |
| BBBOND_0108780 | Protein of unknown function | 17454.75 | Location: chromosome I  174 aa protein | Protein of unknown function  BBOV_IV011035 | 63/35.96 | 1.00E-15 | | KAG6439940.1 | 18702.84 | N.D. | N.D. |
| BBBOND_0402020 | Protein of unknown function | 6244.72 | 2 Large tegument domains  Location: chromosome IV  1477 aa protein | membrane protein  BBOV_III005970 | 35/33.64 | 7.00E-16 | | XP_001611726.1 | 15766.71 | N.D. | N.D. |
| BBBOND_0405500 | Protein of unknown function | 1354.80 | Vesicle coat complex COPII domain  Location: chromosome V  147 aa protein | Protein of unknown function  BBOV_IV001565 | 100/53.33 | 4.00E-48 | | KAG6439894.1 | 351.26 | N.D. | N.D. |
| BBBOND_0103640 | membrane protein | 972.84 | Location: chromosome I  256 aa protein | membrane protein  BBOV_II006530 | 92/48.75 | 7.00E-26 | | XP_001610171.1 | 209.18 | N.D. | N.D. |
| BBBOND_0310060 | Protein of unknown function | 790.02 | Location: chromosome III  253 aa protein | Protein of unknown function  BBOV_III004770 | 33/28.74 | 1.00E-05 | | XP_001611608.1 | 55.83 | N.D. | N.D. |
| BBBOND_0203830 | Protein of unknown function | 499.94 | Location: chromosome II  255 aa protein | Protein of unknown function  BBOV_II003620 | 100/32.45 | 1.00E-25 | | EDO06317.2 | 14000.99 | N.D. | N.D. |
| BBBOND_0400470 | Protein of unknown function | 276.79 | DNA topoisomerase 2-like domain  Location: chromosome IV  769 aa protein | Protein of unknown function  BBOV_IV007620 | 6/37.93 | 0.004 | | XP_001610684.1 | 101.92 | N.D. | N.D. |
| BBBOND_0205500 | Protein of unknown function | 210.17 | Location: chromosome II  97 aa protein | putative integral membrane protein  BBOV_I002745 | 50/40.82 | 8.00E-12 | | KAG6440194.1 | 6588.76 | N.D. | N.D. |
| BBBOND_0305710 | Protein of unknown function | 176.61 | Prolipoprotein diacylglyceryl transferase domain  Location: chromosome III  347 aa protein | Protein of unknown function  BBOV_III008230 | 40/29.29 | 9.00E-20 | | XP_001611951.1 | 31.55 | N.D. | N.D. |
| BBBOND_0312260 | Protein of unknown function | 172.12 | Chromosome segregation protein SMC domain  Location: chromosome III  539 aa protein | chromosome segregation ATPase family protein  BBOV_III008784 | 96/30.20 | 6.00E-59 | | KAG6440056.1 | 41.26 | N.D. | N.D. |
| BBBOND_0303410 | Protein of unknown function | 137.06 | Location: chromosome III  133 aa protein | Protein of unknown function  BBOV_III001935 | 90/24 | 0.025 | | KAG6440067.1 | 182.72 | N.D. | N.D. |
| BBBOND_0206160 | Protein of unknown function | 93.45 | Location: chromosome II  350 aa protein | Protein of unknown function  BBOV_I002670 | 95/37.39 | 9.00E-64 | | EDO05349.2 | 308.88 | N.D. | N.D. |
| BBBOND_0302970 | membrane protein | 62.48 | Location: chromosome III  277 aa protein | membrane protein  BBOV_III001620 | 34/28.12 | 7.00E-12 | | XP_001611297.1 | 114.03 | N.D. | N.D. |
| BBBOND_0306630 | membrane protein | 62.02 | Location: chromosome III  196 aa protein | membrane protein  BBOV_III007640 | 94/34.76 | 3.00E-29 | | XP_001611892.1 | 436.98 | N.D. | N.D. |
| BBBOND_0309780 | Protein of unknown function | 57.64 | Location: chromosome III  881 aa protein | Protein of unknown function  BBOV_III004950 | 96/45.95 | 0 | | XP_001611626.1 | 115.06 | N.D. | N.D. |
| BBBOND_0312990 | Protein of unknown function | 43.82 | SMC - Chromosome segregation ATPase  Location: chromosome III  394 aa protein | Protein of unknown function  BBOV_III009300 | 100/29.62 | 2.00E-42 | | XP_001612054.1 | 10.28 | N.D. | N.D. |
| BBBOND_0405830 | Protein of unknown function | 28.59 | Location: chromosome V  818 aa protein | Protein of unknown function  BBOV_I004880 | 88/36.33 | 3.00E-121 | | XP_001609137.1 | 6.13 | N.D. | N.D. |
| BBBOND_0204710 | Protein of unknown function | 26.49 | ribonuclease E, Ring-infected erythrocyte surface antigen and Midasin domains  Location: chromosome II  1445 aa protein | Protein of unknown function  BBOV_II004370 | 18/36.16 | 2.00E-48 | | EDO06392.2 | 906.75 | N.D. | N.D. |
| BBBOND_0305990 | Protein of unknown function | 21.54 | Location: chromosome III  727 aa protein | Protein of unknown function  BBOV_III004410 | 100/49.14 | 3.00E-30 | | XP_001611572.1 | 68.36 | N.D. | N.D. |
| BBBOND_0102380 | Protein of unknown function | 19.77 | Location: chromosome I  185 aa protein | Protein of unknown function  BBOV_II002940 | 98/81.45 | 1.00E-89 | | XP_001609817.1 | 1.73 | N.D. | N.D. |
| BBBOND_0310670 | Protein of unknown function | 18.71 | Location: chromosome III  156 aa protein | Protein of unknown function  BBOV_III004385 | 100/62.82 | 1.00E-63 | | KAG6440003.1 | 11.64 | N.D. | N.D. |
| BBBOND_0305480 | Protein of unknown function | 17.95 | Location: chromosome III  139 aa protein | Protein of unknown function  BBOV_III008405 | 71/47 | 3.00E-30 | | KAG6440074.1 | 48.88 | N.D. | N.D. |
| BBBOND_0203600 | Protein of unknown function | 17.35 | Location: chromosome II  375 aa protein | Protein of unknown function  BBOV_II003444 | 96/48.16 | 1.00E-112 | | KAG6440154.1 | 5.62 | N.D. | N.D. |
| BBBOND_0104140 | Protein of unknown function | 15.78 | Location: chromosome I  224 aa protein | Protein of unknown function (putative integral membrane protein)  BBOV_II006020 | 86/48.98 | 7.00E-44 | | XP_001610120.1 | 7.05 | N.D. | N.D. |
| BBBOND_0403530 | Protein of unknown function | 12.39 | Location: chromosome IV  133 aa protein | ABC1_ADCK3-like family protein  BBOV_IV000470 | 89/33.61 | 5.00E-12 | | EDO05647.2 | 1.77 | N.D. | N.D. |
| BBBOND_0313000 | Protein of unknown function | 12.33 | Smc - Chromosome segregation ATPase domain  Location: chromosome III  317 aa protein | Protein of unknown function  BBOV_III009300 | 98/36.31 | 2.00E-30 | | EDO08486.2 | 10.28 | N.D. | N.D. |
| BBBOND_0403130 | Protein of unknown function | 11.76 | Location: chromosome IV  1536 aa protein | Protein of unknown function  BBOV_IV000890 | 38/36.77 | 5.00E-89 | | XP_001609255.1 | 1.72 | N.D. | N.D. |
| BBBOND_0311180 | membrane protein | 11.55 | Location: chromosome III  397 aa protein | membrane protein  BBOV_III004180 | 100/25.30 | 3.00E-21 | | XP_001611549.1 | 30.26 | N.D. | N.D. |
| BBBOND_0109370 | Protein of unknown function | 11.21 | Location: chromosome I  435 aa protein | Protein of unknown function  BBOV_IV011300 | 87/25.19 | 2.00E-30 | | EDO07482.2 | 175.74 |  | N.D. |
| BBBOND_0110080 | Protein of unknown function | 10.34 | Location: chromosome I  204 aa protein | Protein of unknown function  BBOV_IV011800 | 84/38.29 | 9.00E-25 | | XP_001611100.1 | 11.16 | N.D. | N.D. |
| BBBOND_0405600 | Protein of unknown function | 9.54 | Alpha-crystallin domain (ACD) of alpha-crystallin-type small(s) heat shock proteins (Hsps)  Location: chromosome V  313 aa protein | Hsp20/alpha crystallin family protein  BBOV_IV001650 | 89/34.04 | 1.00E-37 | | EDO05762.2 | 1.67 | N.D. | N.D. |
| BBBOND_0101490 | Protein of unknown function | 9.17 | ISP3 C-terminal domain  Location: chromosome I  174 aa protein | Protein of unknown function  BBOV_III010670 | 86/65.56 | 3.00E-69 | | XP_001612187.1 | 0.41 | N.D. | N.D. |
| BBBOND_0303220 | Protein of unknown function | 6.00 | Location: chromosome III  427 aa protein | Protein of unknown function  BBOV_III001800 | 80/37.39 | 1.00E-78 | | EDO07747.2 | 8.72 | N.D. | N.D. |
| BBBOND_0307280 | Protein of unknown function | 5.75 | Location: chromosome III  72 aa protein | putative integral membrane protein  BBOV_III006834 | 98/47.89 | 5.00E-19 | | KAG6440097.1 | 6.46 | N.D. | N.D. |
| BBBOND_0304910 | Protein of unknown function | 4.75 | Location: chromosome III  177 aa protein | Protein of unknown function  BBOV_III003005 | 100/46.70 | 1.00E-46 | | KAG6439991.1 | 53.86 | N.D. | N.D. |
| BBBOND_0204110 | Protein of unknown function | 3.91 | Location: chromosome II  385 aa protein | Protein of unknown function  BBOV_II003850 | 100/47.15 | 6.00E-98 | XP_001609908.1 | | 0.42 | N.D. | N.D. |
| BBBOND_0310130 | Protein of unknown function | 3.57 | Location: chromosome III  74 aa protein | putative integral membrane protein  BBOV_III004710 | 97/34.72 | 1.00E-06 | EDO08034.2 | | 18.70 | N.D. | N.D. |
| BBBOND_0102620 | Protein of unknown function | 3.49 | SMC - Chromosome segregation ATPase domain  Location: chromosome I  293 aa protein | Protein of unknown function  BBOV_II007660 | 91/39.55 | 5.00E-32 | XP_001610284.1 | | 3.13 | N.D. | N.D. |
| BBBOND_0300980 | Protein of unknown function | 3.27 | Location: chromosome III  274 aa protein | Protein of unknown function  BBOV_I000620 | 81/27.35 | 3.00E-17 | EDO05156.2 | | 1.33 | N.D. | N.D. |
| BBBOND_0207300 | Protein of unknown function | 2.59 | Location: chromosome II  155 aa protein | Protein of unknown function  BBOV_I001730 | 73/43.59 | 6.00E-24 | XP_001608825.1 | | 4.07 | N.D. | N.D. |
| BBBOND_0202970 | Protein of unknown function | 2.58 | Location: chromosome II  830 aa protein | Protein of unknown function  BBOV_III003690 | 98/36.17 | 2.00E-142 | EDO07933.2 | | 1.63 | N.D. | N.D. |
| BBBOND_0110340 | Protein of unknown function | 2.54 | Location: chromosome I  231 aa protein | Protein of unknown function  BBOV_IV011920 | 41/31.31 | 5.00E-04 | XP_001611112.1 | | 7.32 | N.D. | N.D. |
| BBBOND_0206940 | Protein of unknown function | 2.04 | Location: chromosome II  333 aa protein | Protein of unknown function  BBOV_I002040 | 93/6.23 | 3.00E-50 | XP_001608855.1 | | 2.49 | N.D. | N.D. |

N.D. = not detected

How the deposited data were processed for this re-analysis (not part of the article)

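The series holds 1 deposited table of 3722 genes with 6 libraries, 3 of blood-stages and 3 of kinetes. The authors counted sequenced reads per gene, so the count values are whole numbers of reads as deposited, made with STAR and featureCounts per the paper and with TopHat2 2.0.12 per the deposited sample descriptions. The deposited normalized CPM values were scaled by the authors by a TMM-adjusted library size, and the effective sizes they imply are 1.00013 times those computed here. The deposited log2 values are fold changes of kinetes over blood-stages from the authors' edgeR fit (version 3.12.1 in the descriptions, a later one in the paper), with the signed fold derived from them by the authors. The deposited p-value and FDR columns come from the same likelihood ratio test by the authors. Only the deposited counts entered the fits. All other deposited columns served for comparison. Positions in the deposited table and in the reference annotation of 5080 genes were identical for all 3722 genes, and 23 of them lie on unplaced contigs.

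Counts were scaled with TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1) and the stages compared with a quasi-likelihood F-test, kinetes over blood-stages, with no filter beyond the authors' own. TMM factors were 2.12, 1.84 and 2.27 in blood-stages and 0.598, 0.491 and 0.383 in kinetes. Counts per mapped read, with the mapped reads the paper gives, were 0.438, 0.434 and 0.445 in blood-stages and 0.487, 0.493 and 0.491 in kinetes, and the ribosomal RNA share the paper gives is 8.7, 8.0 and 9.6% and 2.4, 2.0 and 1.5%. Genes with at least 1 count numbered 3715 to 3720 in blood-stage and 3639 to 3676 in kinete libraries. Fold changes carry the standard error of the log2 value from the per-gene model, and CPM the SD of 3 preparations. A gene with 0 counts in a stage is given as a lower bound, and a gene with 1 to 3 counts as a ratio with a 95% binomial interval.

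Gene lists by words in the deposited descriptions numbered 30, of which 25 had at least 5 members and were tested with camera (correlation 0.01) and fry in limma. Genes named in the text were drawn from a pool set by a rule before the data were examined: every gene the paper names, the 10 widest called genes and the 10 most abundant genes of each stage, and up to 4 members of each list. Not every gene of the pool is named. Values in the paper's tables were seen when the rule was written. Exceptions were chosen after their values were seen and are named as such. Lists taken from the paper were also adjusted alone.

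Alternatives were the likelihood ratio test, the DESeq2 1.42.0 Wald test, RLE and upper-quartile factors, library totals alone, mapped reads as library sizes, a floor of 1 CPM in all 6 libraries, filterByExpr, a prior count of 2, folds of 1.5 and of none, glmTreat against a fold of 2, a block for replicate numbers, and each library left out in turn. For the principal components they were a prior count of 0.5, genes scaled to unit variance, the 500 most variable genes, the DESeq2 variance stabilizing transformation and library totals. The code was tested on simulated data with known changes in 200 of 3722 genes. At adjusted p below 0.05 without a fold limit, the quasi-likelihood test recovered 30.9% of 2-fold, 95.5% of 4-fold and 98.5% of 16-fold changes. With the fold limit of 2 added, it called 0.0568% of unchanged genes. So few changes, at up to 16-fold, do not test the scaling of the real data. Plots were drawn with matplotlib 3.10.9. One gene of the paper is not reported here.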

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

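Tests of a few genes taking most kinete counts, of less mRNA per kinete, of kinete reads in blood-stage libraries, of blood-stage reads in kinete libraries, of kinete transcripts in blood-stage replicate 2 and of 6-Cys genes there were chosen after the result was seen.

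Several strong signals lie in genes the paper does not discuss, each above its level in the other stage. In kinetes they are BBBOND_0403290, of unknown function (14568.8 CPM, against 584 in blood-stages), and the membrane protein BBBOND_0313460 (14568.5, against 2720.4). Also higher there are phosphoenolpyruvate carboxykinase BBBOND_0207800, an enzyme of gluconeogenesis (13864, against 240.5), and a BT1-family transporter BBBOND_0211485 (13758.2, against 679). The last is the WD-repeat protein BBBOND_0312170 (12477.5, against 358). In blood-stages they are the haloacid dehalogenase-like hydrolase BBBOND_0110880 (10019.7 CPM, against 184 in kinetes), cysteine protease 2 BBBOND_0400360 (6787.39, against 91.9), spherical body protein 3 BBBOND_0402070 (6643.9, against 202), BBBOND_0106450 (3510.64, against 117) and the ribokinase-like gene BBBOND_0100460 (3214.46, against 81.2). The gene BBBOND_0200140 had 6.41 CPM (6.40666) in blood-stages and 0 kinete counts, at least 14.7-fold higher.

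Most genes are lower in kinetes when counts are scaled by library totals alone, with a median log2 of -2.26. Blood-stage libraries thinned to the median kinete total give the same -2.26. Scaling by totals already divides out depth, so this check could hardly come out otherwise and decides nothing about smaller kinete libraries. A few abundant kinete genes are excluded as the whole cause: without the 20 most abundant genes of each group the median is -1.41, with 46.6% of kinete and 85.6% of blood-stage counts left. Genes called higher in kinetes hold 88.9% of kinete and 16.2% of blood-stage counts. Whether a kinete also holds less mRNA of most genes cannot be told apart from this composition without a spike-in, and ribosomal protein genes, at -2.38, sit with the bulk.

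Each stage left some reads of the other stage's marker genes. Kinete reads at a fixed share of the blood-stage libraries are excluded for the 42 genes past 1000-fold as a set, whose blood-stage to kinete count ratios differ by a chi-square of 457 per degree of freedom. For 3 of them, BBBOND_0306920, BBBOND_0304920 and BBBOND_0312490, within counting noise of the lowest ratio, 0.0236%, such carry-over and low transcription cannot be told apart. In the other direction, a fixed share of blood-stage reads or RNA is excluded as the whole source of merozoite antigen reads in kinetes. This holds for RNA with the profile of the sequenced, cultured blood-stages, and RNA of another profile was not tested. The lowest of 4 antigen ratios was 0.135% for RRA, beside apical membrane antigen 1 at 0.142%, RAP-1c at 0.189% and GP-45 at 0.288%. That lowest ratio is 2.77 times the 0.0486% (0.0424 to 0.0555%) of BBBOND_0100430 and BBBOND_0101800, for which carry-over is not excluded. At that share the other 41 genes past 120-fold in the paper would have 176 kinete counts and have 149. Those genes were chosen for folds over 120, which by itself requires low kinete counts, so this comparison decides nothing about carry-over.

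Blood-stage replicates 2 and 3 lie further apart (0.850) than any kinete pair, with 435 genes over 2-fold higher in replicate 2 and 268 in replicate 3. Depth is excluded, since thinned to one total they lie at 0.849, above the kinete mean of 0.686. Kinete transcripts in replicate 2 are excluded, since the 10 most abundant kinete genes have a median log2 of -0.17 there. A different share of sexual stages stays open only through genes examined afterwards. The log2 ratios of replicate 2 over 3 of 9 sexual-stage genes go both ways, from -1.59 to 0.40, with a median of -0.19. The prediction set beforehand, that these genes all lie on the same side, was not met. By the rule set beforehand, genes going both ways count against a different share of sexual stages. That list of 9 left out the 6-Cys genes, examined after the result was seen. Of those, 7 of 11 are higher in replicate 2, with a median of 1.60. A difference between the calves or cultures stays open and untested.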

How the results depend on the processing

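No alternative here was chosen after the result was seen, and those not named below kept each of these counts within 1.5 times its main value. Genes higher in kinetes and in blood-stages, 898 and 885, are 370 and 2843 under library totals alone and 689 and 559 under glmTreat, which asks more of each fold. Leave-one-out fits give 850 to 953 and 740 to 891, and the replicate block 901 and 867. Of the genes over 1000-fold in kinetes, 42, library totals leave 19 and a floor of 1 CPM 24, by construction since it drops genes rare in blood-stages; leave-one-out fits give 40 to 46. In blood-stages the 3 become 0 by DESeq2, 0 with the floor of 1 CPM, 0 with a prior count of 2, 9 under library totals and 2 to 12 with a library left out, and all rest on 0 kinete counts. The first component held 90.7% with a prior count of 0.5, 66.5% with scaled genes, 96.7% in 500 genes, 94.7% under library totals and 91.2 to 93.6% with a library left out. Genes the paper lists that are called in its stage number 194, 129 with the floor of 1 CPM (fewer genes tested) and 180 to 198 with a library left out. Keyword lists past camera number 0, fry passes 8, and leave-one-out fits 0 to 2. For the 185 genes named, 3325 values kept their side of the threshold, 51 lost a call and 89 gained one. A value is reversed when its sign changed and it was called in either fit. Any change of sign with no call in either fit is counted among the 3325. The 26 reversed values all lie under library totals, where the log2 values are BBBOND_0100390 -1.49, BBBOND_0101090 -1.62, BBBOND_0102770 -1.04, BBBOND_0103000 -0.21, BBBOND_0103960 -0.73, BBBOND_0104190 -1.50, BBBOND_0107050 -1.74, BBBOND_0110120 -0.59, BBBOND_0201480 -1.53, BBBOND_0201500 -0.44, BBBOND_0202520 -1.95, BBBOND_0202830 -1.27, BBBOND_0204230 -0.72, BBBOND_0206940 -1.06, BBBOND_0207810 -1.71, BBBOND_0208300 -1.99, BBBOND_0209020 -1.13, BBBOND_0209200 -1.63, BBBOND_0211120 -0.97, BBBOND_0301220 -1.13, BBBOND_0301490 -1.56, BBBOND_0301930 -1.71, BBBOND_0305090 -0.0187, BBBOND_0311370 -1.49, BBBOND_0313300 -1.29, BBBOND_0400240 -1.49. Library totals shift the median gene by -2.09, and these 26 values moved by -2.15 to -1.99. Whether replicate numbers pair the libraries is not known, since the paper calls its samples paired without saying which. Correlations of same-number libraries across stages after removing stage means are -0.134, -0.0951 and -0.0326. With so few libraries these show no pairing by number and cannot exclude it. Depth limits blood-stage folds, since kinete libraries hold fewer counts.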

Differences from the paper's values

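All alternatives here were set before the data were examined. For the TFIIB subunit (BBBOND_0211720) the paper's fold of 58 in Table 7 stands against 6.29 here, and every alternative differs too, at 1.51 to 11.0. For BBBOND_0402020 the paper's fold of 6244.72 in Supplementary Table 3 stands against 10345.7 here. It does not differ under upper-quartile factors, a prior count of 2 or without blood-stages replicate 3, and the other 15 of 18 alternatives differ. The paper's Table 2 gives 10343.05 for this gene, and 6244.72 is its value for BBBOND_0300610. Most other folds of Supplementary Table 3 also lie below those here, within the limit for differing. BBBOND_0405500 is given 1354.80 there, which is Table 2's value for BBBOND_0401710, against 1676.38 here. BBBOND_0103640 is given 972.84, against 1205.3 here. For the AP2 gene BBBOND_0301220 the paper's Table 5 gives 5.08 CPM in blood-stages and 4158.92 CPM in kinetes, against 22.7 and 44.9 here. All 9 alternatives differ, at 18.6 to 47.4 and 21.7 to 53.9. The paper's pair equals its values for BBBOND_0109970. Values differ here when they are over 1.5 times apart and by more than 1 standard error in log2 for folds, or 1 SD for CPM. Of 180 folds compared, 2 differ, 159 lie within 5% and 19 lie between. A further 26 were compared as lower bounds. Of 46 CPM values 2 differ and 44 lie within 1%.

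The deposited table holds 3722 genes, 1 more than the paper states. At the paper's thresholds of fold and false discovery rate, the paper counts 906 and 904 genes higher in kinetes and blood-stages, against 898 and 885 here and 906 and 896 with the likelihood ratio test, which the paper names. The deposited table itself gives 906 and 905. By fold class the paper has 568 genes 2 to 10-fold higher in kinetes, against 560 here, and 697 in blood-stages, against 679. In the class of 10 to 100-fold in blood-stages it has 157, against 156, and the counts of the other classes are equal. The paper places blood-stages closer together than kinetes on the second component, and here the blood-stages spread over it, from -26.4 to 24.7, and the kinetes from -1.15 to 2.43, although their mean distance is a little smaller, 0.648 against 0.686.

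Some genes the paper calls raised in a stage are not called here. In blood-stages these are BBBOND_0005370 (log2 -8.04, adjusted p = 0.0725), 6-Cys I (-0.80), the virulence genes BBBOND_0309300 (-0.88), BBBOND_0205740 (-0.95) and BBBOND_0110510 (-0.98), the actin-related BBBOND_0209240 (-0.81), the myosin light chain kinase BBBOND_0306480 (-0.97), ROM7 BBBOND_0301890 (-0.73), aldolase BBBOND_0403010 (-0.77), CCp1 BBBOND_0307800 (-0.88), the GCC2/GCC3 gene BBBOND_0404210 (-0.85) and the ABC transporters BBBOND_0100850 (-1.08), BBBOND_0313150 (-0.81) and BBBOND_0300960 (-0.72). In kinetes they are the AP2 gene BBBOND_0301220 (0.98), the actin-related BBBOND_0100390 (0.64), ROM8 BBBOND_0209020 (0.99) and CDGSH BBBOND_0202830 (0.86). A fold threshold of 1.5 calls these but BBBOND_0005370, BBBOND_0205740, BBBOND_0100850 and BBBOND_0300960, whose adjusted p is above 0.05. The authors' mark of significance in the deposited table reaches down to 1.50-fold, with 472 marked genes under 2-fold. BBBOND_0005370 is called by DESeq2 and the likelihood ratio test, and upper-quartile factors call BBBOND_0205740, BBBOND_0100850 and BBBOND_0300960. The paper calls the light chain of myosin raised in blood-stages, and the gene listed is annotated as a kinase domain. The paper reports the proteasome reference gene as unvarying, and its log2 is 0.57 here (adjusted p = 0.0355).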

Other observations

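The tests of gene neighbours were planned, while the ribokinase-like, transporter, acyl-CoA synthetase and gluconeogenesis genes were chosen after the result was seen.

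Phosphoenolpyruvate carboxykinase (BBBOND_0207800, chromosome II, 1725171 to 1726971), an enzyme of gluconeogenesis, was 57.6-fold higher in kinetes (log2 fold change 5.85, standard error 0.26, adjusted p = 6.8e-07, n = 3 each). Glutamate dehydrogenase (BBBOND_0108050, chromosome I, 1794404 to 1795918), which feeds glutamate carbon to the citric acid cycle, was 262-fold higher (log2 fold change 8.03, standard error 0.30, adjusted p = 4.4e-07). The search of descriptions that gave these 2 genes also covered pyruvate carboxylase and fructose-1,6-bisphosphatase and found neither by name. The values therefore do not show a gluconeogenic pathway. An acetyl-CoA transporter (BBBOND_0400510) was 11.5-fold higher. In blood-stages the putative chloroquine resistance transporter (BBBOND_0311350, chromosome III, 2792158 to 2793417), a digestive-vacuole transporter in Plasmodium, was 103-fold higher (log2 -6.68), and a monocarboxylate transporter (BBBOND_0207930), of the family that exports lactate, 12.0-fold. Of 28 transporters 6 were higher in kinetes and 8 in blood-stages, with 14 uncalled. The glycolytic enzyme 6-phosphofructokinase (BBBOND_0103960) was 2.58-fold higher in kinetes (log2 1.37, reversed to -0.73 under library totals and lost under glmTreat). Of 7 ribokinase-like genes 0 were higher in kinetes. The 5 higher in blood-stages, the probable fructokinase and BBBOND_0100460, BBBOND_0100470, BBBOND_0100530 and BBBOND_0100540, lie in a single stretch of chromosome I, which also holds the 2 uncalled ones. Of 3 acyl-CoA synthetases BBBOND_0304040 was higher in kinetes and BBBOND_0402950 in blood-stages.

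By function, genes higher in kinetes and in blood-stages (median log2 of the list) were 13 and 7 of 113 ribosomal proteins (-0.30; 12 and 7 adjusted over the list alone), 8 and 11 of 34 aminoacyl-tRNA synthetases (-0.13), 7 and 5 of 39 translation factors (-0.26), 3 and 2 of 12 glycolysis genes (-0.37), 7 and 8 of 36 mitochondrial respiration genes (-0.29), 2 and 2 of 8 vacuolar ATPase subunits (-0.71) and 6 and 7 of 37 DNA replication genes (-0.36). They were 6 and 6 of 44 splicing genes (-0.35), 11 and 8 of 39 chaperones (-0.26), 1 and 1 of 6 histones (-0.09), 10 and 10 of 40 protein kinases (0.16), 7 and 6 of 31 ubiquitin genes (0.10), 9 and 5 of 32 vesicle transport genes (0.29), 1 and 3 of 5 cysteine proteases (-1.49), 2 and 4 of 13 antioxidant enzymes (-0.29), 0 and 1 of 5 apicoplast isoprenoid genes (-0.18; 0 and 0 over the list alone), 64 and 80 of 314 genes near chromosome ends (-0.42) and 488 and 480 of 1839 genes of no annotated function (-0.11; 490 and 481 over the list alone). None carried an inner membrane complex name. The protein kinase BBBOND_0304750 rose to 10479 ± 2486 CPM in kinetes (log2 8.06), HSP90 (BBBOND_0105820) by log2 4.06, ribosomal protein L35 (BBBOND_0208870) by 6.25 and thioredoxin-like 1 (BBBOND_0211770) by 5.87, while DNA polymerase I (BBBOND_0209000, -3.34) and glutaminyl-tRNA synthetase (BBBOND_0307760, -3.59) were higher in blood-stages.

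Genes of a stage lie side by side. Of 3379 neighbouring pairs, 311 had both genes higher in kinetes, against a mean of 200 over 10000 shuffles of the calls, and 247 both higher in blood-stages, against 179 (permutation p = 0.0001 each, the smallest they can give). Reads shared with a neighbour on the other strand are excluded as the whole cause, since kinete pairs on the same strand are enriched 1.56 times (146 against 93.4). For pairs on opposite strands, enriched 1.54 times (165 against 107), such sharing is not excluded. Blood-stage pairs were enriched 1.60 times on the same strand and 1.19 times on opposite strands (permutation p = 0.0182). Tandem copies, as of the ribokinase-like genes, or shared control of chromosome regions might both give such pairs, and no test separated them. Reads shared between neighbours on the same strand were not tested and could also add to such pairs.

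Dividing the 6 libraries 3 against 3 allows 10 splits, too few for a share under 0.05: the real split, 1 of 10, calls 1783 genes and 45 over 1000-fold, and the highest of the others 0 and 0.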
